# Integrated Analysis of the Anoikis‐Related Signature Identifies Rac Family Small GTPase 3 as a Novel Tumor‐Promoter Gene in Hepatocellular Carcinoma

**DOI:** 10.1002/mco2.70125

**Published:** 2025-03-22

**Authors:** Dong Wu, Ze‐Kun Liu, Ying Sun, Chu‐Heng Gou, Run‐Ze Shang, Meng Lu, Ren‐Yu Zhang, Hao‐Lin Wei, Can Li, Ying Shi, Cong Zhang, Yu‐Tong Wang, Ding Wei, Zhi‐Nan Chen, Huijie Bian

**Keywords:** anoikis, hepatocellular carcinoma, prognostic signature, Rac family small GTPase 3, risk model

## Abstract

Anoikis resistance in hepatocellular carcinoma (HCC) cells boosts survival and metastasis. This study aimed to establish an anoikis‐related genes (ARGs)‐based model for predicting HCC patients’ outcomes and investigate the clinicopathological significance and function of crucial ARGs. The transcriptional expression patterns for HCC cohorts were compiled from TCGA, GEO and ICGC. Univariate and LASSO multivariate analyses were performed to screen for prognostic ARGs. Gain‐ and loss‐of‐function studies, RNA sequencing, and mass spectrometry were employed to elucidate the underlying mechanisms of ARGs in HCC. We established a five‐gene ARGs risk model for HCC prognosis, with an AUC value of 0.812 for 1‐year survival. Among the five genes, Rac family small GTPase 3 (RAC3) was upregulated in HCC relative to adjacent normal tissues and negatively correlated to overall survival and disease‐free survival of patients with HCC. Silence of RAC3 in HCC cells resulted in an increased cell apoptosis and diminished cell proliferation and invasion. Mechanistically, we uncovered that RAC3 binding with SOX6 propelled the advancement of HCC cells through NNMT‐mediated stimulation of the cAMP/MAPK/Rap1 signaling. In particular, EHop‐016, a small molecule inhibitor targeting RAC3, significantly suppressed HCC progression.

## 1 Introduction

Hepatocellular carcinoma (HCC) is recognized as one of the most frequently encountered malignancies. It is the fifth most common cancer and the second in terms of mortality in China [1]. Despite significant advancements in therapeutic strategies, including radiotherapy, surgery, and chemotherapy, the individuals diagnosed with advanced HCC still face a bleak prognosis, as evidenced by a 5‐year survival rate that hovers around 12% [2, 3]. It is of great concern that high rates of postoperative recurrence and intrahepatic/extrahepatic metastasis affect the expected outcome in individuals with HCC [4]. The occurrence of metastasis is regarded as an important event in tumor progression and remains the principal barrier to improve overall survival (OS) [5]. Resistance to anoikis is a pivotal event in the initiation and dissemination of liver cancer metastasis [6, 7]. Therefore, the development of a robust prognostic model based on anoikis‐related genes (ARGs) holds significant importance for enhancing the prediction efficiency for patients with HCC.

Anoikis is a specific type of cell death that occurs when cells detach from the extracellular matrix (ECM), which can prevent circulating tumor cells from surviving and reattaching to new matrices [8, 9]. After acquiring resistance to anoikis, malignant cells can disengage from the site of origin of the primary tumor and subsequently disseminate to other organs of the body through blood vessels or lymphatic vessels [6], thereby promoting tumor progression. Recent studies have shown that resistance to anoikis is a pivotal trait associated with the oncogenic form of epithelial–mesenchymal transition (EMT), which is a requisite for the development of metastatic cancer [8].

Multiple molecular mechanisms and pathways, including those involving cell adhesion molecules and growth factors, contribute to the modulation of resistance to anoikis [10]. It has been reported that pivotal downstream molecules, such as Src kinase, ERK1/2, Bcl‐2, Akt/PI3K, and focal adhesion kinase, play crucial roles in inhibiting apoptosis and promoting survival [8]. Some studies have indicated that CCDC178 is capable of augmenting the capacity of cells to withstand anoikis through modulating the stability of BRAP2, ultimately promoting the metastasis of HCC tumors [11]. Moreover, the protein 14‐3‐3σ is verified to enhance resistance to anoikis in HCC cells through the impeding the degradation of EGFR and modulating the stimulation of the EGFR‐mediated ERK1/2 signaling cascade [12]. Nevertheless, the molecular mechanisms by which anoikis influences the course and prognostic effects of HCC are not yet clearly understood.

Rac family small GTPase 3 (RAC3) is categorized as a small GTPase within the Rho family of proteins. It toggles between inactive GDP‐bound conformation and active GTP‐bound state, thereby orchestrating a diverse array of cellular functions, which encompass cellular growth, lipid vesicle transport, differentiation, and motility [13]. Several studies have indicated that RAC3 plays a pivotal role in facilitating the invasion and metastasis across a spectrum of malignancies, encompassing bladder cancer, breast cancer, and lung adenocarcinoma [13, 14, 15]. In addition, RAC3 may be a prognostic risk factor and has important implications for the survival and prognosis of individuals with HCC [16]. RAC3 in active GTP‐bound state acts as a co‐activator of the transcription factor ERα to induce cell proliferation and migration of breast cancer [17]. However, the mechanism by which RAC3 participates in transcriptional co‐activation in HCC remains obscure. Besides, the current understanding of the biological roles of RAC3 in HCC progression and the clinical significance of RAC3 in patients with HCC remains widely undefined.

This investigation aims to establish a defined ARGs risk model based on three datasets and systematically verified the effectiveness of model in estimating the survival for HCC patients. Furthermore, we probed the relationships between ARGs and immune subtypes and the immunotherapeutic response. In addition, experimental data from loss‐of‐function and gain‐of‐function assays indicated that enhanced expression of RAC3 promoted malignant phenotypes in HCC cells. The upregulation of RAC3 was associated with a more dismal prognosis and the expression of RAC3 protein was identified as an independent predictor in terms of OS. Moreover, we demonstrated that RAC3 interacting with SOX6 facilitated the malignant phenotypes of HCC cells via NNMT‐mediated activation of cAMP/MAPK/Rap1 signaling and inhibition of RAC3 by small molecular inhibitor EHop‐016 significantly suppressed HCC growth.

## 2 Results

### 2.1 Screening ARGs with Clinical Significance

An analysis was conducted on the mRNA expression profiles of 480 ARGs, sourced from GeneCards within the TCGA_LIHC dataset and identified 118 genes that showed differential expression between HCC tissues and their adjacent normal counterparts. Among these genes, 113 genes displayed increased expression levels, whereas five genes showed decreased expression in tumor tissues (Figure 1A), and the heatmap showed representative differentially expressed genes (DEGs) (Figure 1B). By intersecting the HCC dataset GSE14520 with 118 DEGs, we found that 105 genes were common to the two datasets (Figure 1C), which were selected for construction of risk model. In order to investigate the clinical significance of the 105 genes, first, we randomly divided 370 HCC cases from TCGA_LIHC into two groups: a training cohort comprised of 222 cases and a testing cohort made up of 148 cases, which showed balanced clinical features (Table S1); subsequently, we applied univariate Cox regression analysis to the training cohort to determine the prognostic ARGs and 58 out of 105 ARGs were significantly associated with OS (Figure 1D).

**FIGURE 1:**
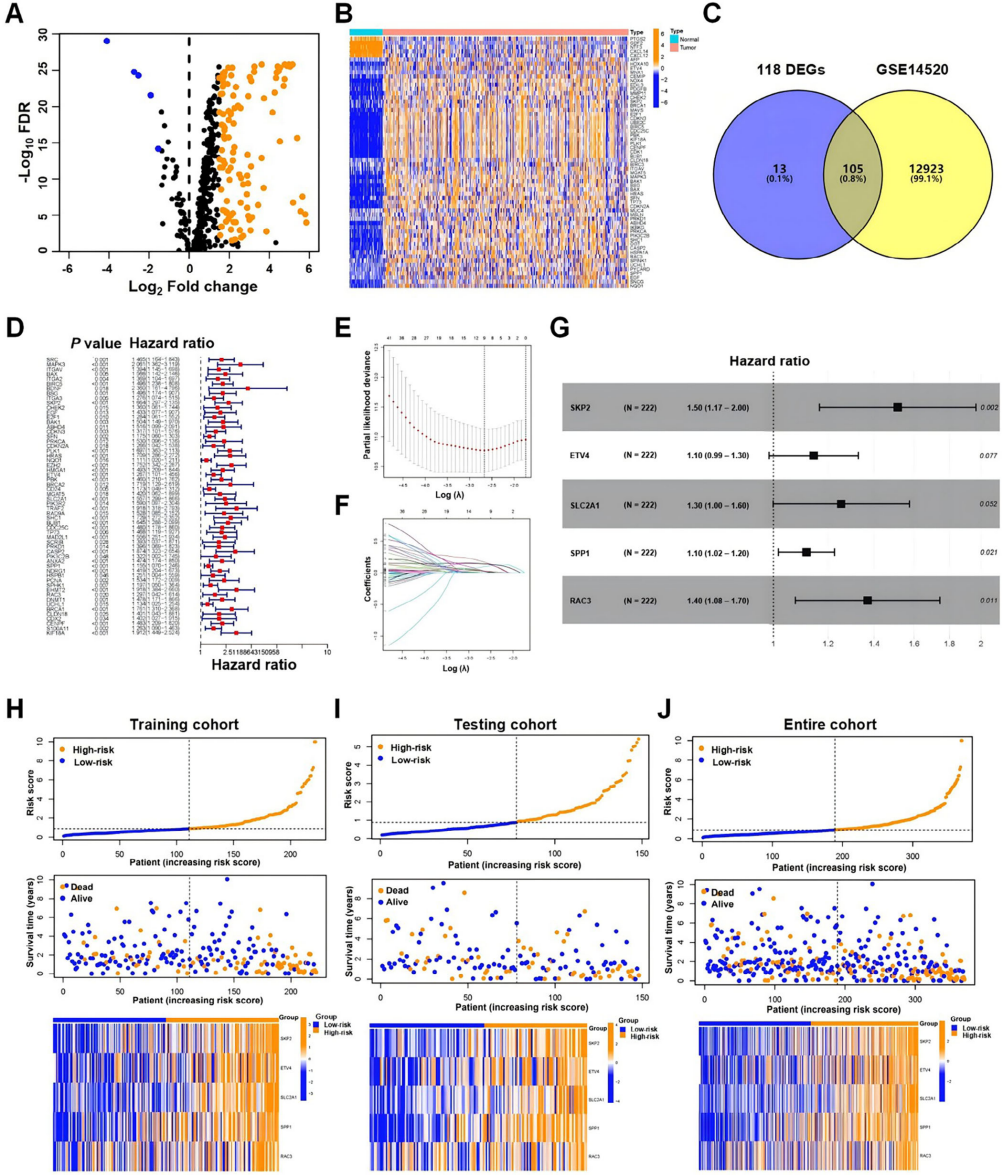
Construction of an ARG signature for patients with HCC. (A) Volcano plots of the differential expression of anoikis‐related genes in HCC and adjacent tissues (blue: significant difference in low expression; orange: significant difference in high expression). (B) Heatmap of the expression of 60 representative DEGs. (C) Venn diagram of the intersection of the GSE14520 and 118 differentially expressed ARGs. (D) Forest plot of 58 ARGs associated with the OS of HCC patients based on univariate Cox analysis. (E) Analysis of the partial likelihood deviation of the LASSO regression. (F) Analysis of the LASSO coefficient. (G) Five ARGs for prognostic model construction based on multivariate Cox analysis. Risk scores and expression levels of five ARGs in the high‐ and low‐risk groups in the training cohort (H), testing cohort (I), and entire cohort (J).

### 2.2 Unsupervised Clustering for Patients With HCC Based on ARGs

We used 58 ARGs to conduct a subtype classification of patients with HCC. By incrementally increasing the clustering variable (*k*) from 2 to 9, our observations indicated that the highest degree of similarity within groups (intragroup correlation) and the lowest level of similarity between groups (intergroup correlation) were achieved at *k* = 2. This optimal point suggested that the 370 patients with HCC could be effectively segregated into two distinct clusters (C1 and C2) based on the expression profiles of the 58 ARGs (Figure S1A). The cluster C1 with low ARGs expression had longer OS than that of the cluster C2 with high ARGs expression (Figure S1B) (*p* < 0.001). The heatmap illustrated the transcript expression profiles of 58 ARGs within clusters C1 and C2 (Figure S1C). Further analysis was carried out on the DEGs between the clusters C1 and C2 and 2430 DEGs were identified (Figure S1D). The 2430 DEGs were predominantly involved in pathways including cytokine–cytokine receptor interaction, cell cycle, and extracellular matrix–receptor interaction (Figure S1E). GSEA analyses revealed that pathways including cytokine‐cytokine receptor interaction and ECM receptor interaction were largely overrepresented in the cluster C2, whereas the fatty acid metabolism pathway was predominantly enriched in the cluster C1 (Figure S1F). These findings indicate that based on the expression of ARGs, patients with HCC in different subtype groups display distinct molecular patterns in HCC progression.

### 2.3 Establishment and Verification of ARGs‐Based Risk Model

To explore the ARGs signature for HCC, we incorporated 58 ARGs into LASSO Cox regression and multivariate Cox regression in a stepwise approach to establish a risk model for forecasting survival outcomes in HCC. Five genes (S‐phase kinase associated protein 2 [SKP2], ETS variant transcription factor 4 [ETV4], solute carrier family 2 member 1 [SLC2A1], secreted phosphoprotein 1 [SPP1], and RAC3) of the 58 ARGs strongly correlated with OS were ultimately screened through cross‐validation (Figure 1E, F), which were utilized to construct the risk model in the following manner: risk score = (0.415 × SKP2 expression) + (0.134 × ETV4 expression) + (0.226 × SLC2A1 expression) + (0.110 × SPP1 expression) + (0.314 × RAC3 expression) (Figure 1G). In the TCGA_LIHC training cohort, the median risk score was calculated at 0.911; patients with scores below this threshold were divided into the low‐risk group, while those with scores of 0.911 or higher were categorized into the high‐risk group. The high‐risk cohort exhibited greater expression levels of the five ARGs, and a trend was observed where the OS declined as the risk score escalated (Figure 1H). When the risk model was applied to the testing and the entire cohorts (TCGA_LIHC 370 cases), it produced outcomes consistent with the training cohort, thus validating its reliability (Figures 1I, J).

Individuals in the high‐risk group demonstrated notably inferior OS compared to those in the low‐risk group across all three cohorts (Figure 2A). The receiver operating characteristic (ROC) analysis conducted on the training cohort revealed the robust predictive power of the risk model, with area under the curve (AUC) values of 0.812, 0.733, and 0.705 for predicting 1‐, 3‐ and 5‐year survivals, respectively. Correspondingly, in the testing cohort, the AUC values stood at 0.754, 0.607, and 0.602 for the same survival periods, and in the entire cohort, they were 0.782, 0.692, and 0.671, respectively (Figure 2B). To further substantiate the model's diagnostic prediction accuracy, we employed the external datasets ICGC_LIRI and GSE14520 for additional validation, yielding results that were in alignment with those from the initial training cohort (Figures 2C, D).

**FIGURE 2:**
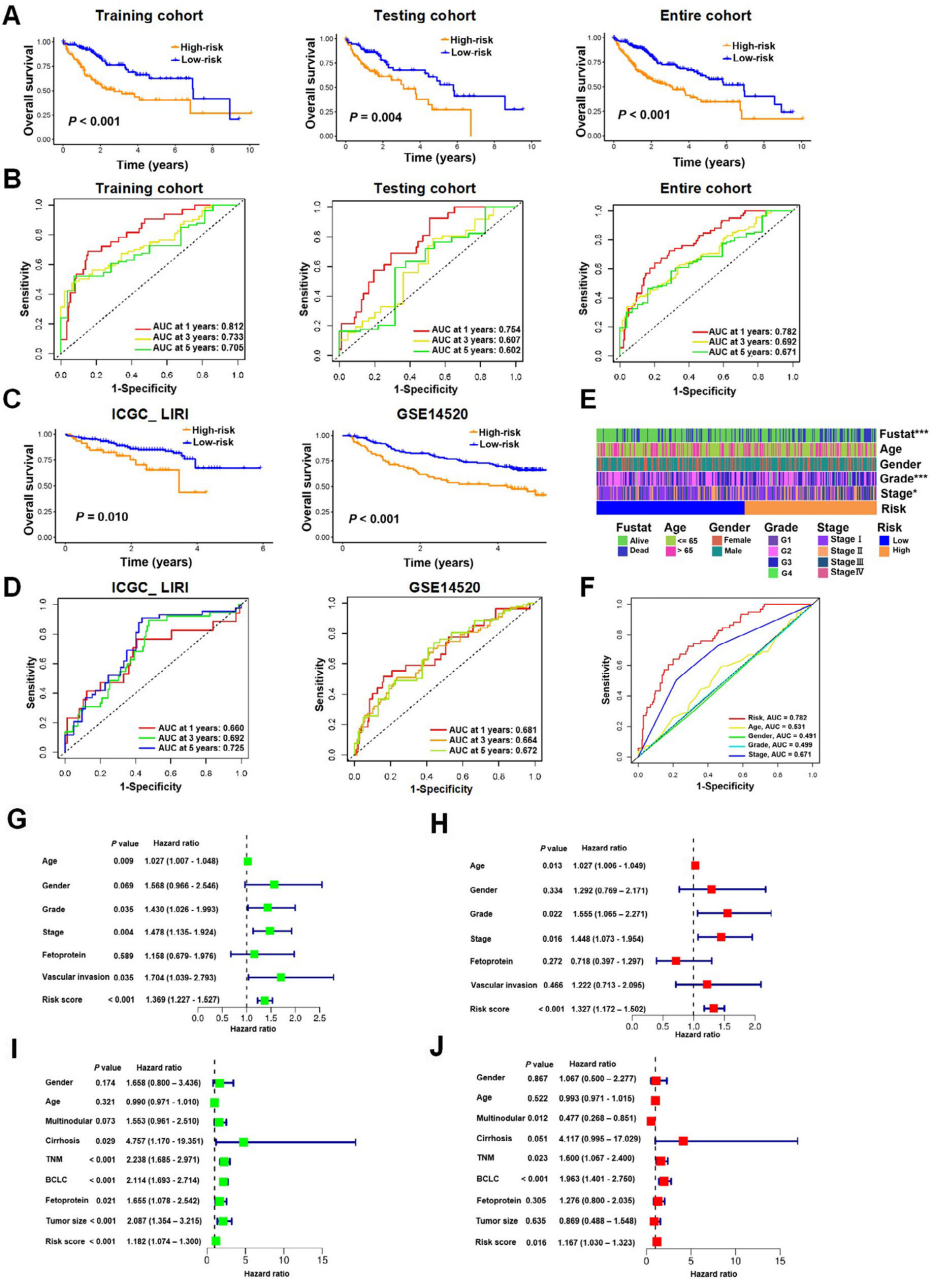
ARG signature in prediction of HCC diagnosis and prognosis. Kaplan–Meier survival (A) and ROC analyses (B) in the training cohort, testing cohort, and entire cohort in the TCGA_LIHC. Kaplan–Meier survival (C) and ROC analyses (D) in the external datasets ICGC_LIRI and GSE14520. (E) Relationships between clinical characteristics and the ARG scores. Tumor grade is categorized as G1: well differentiated, G2: moderately differentiated, G3: poorly differentiated, and G4: undifferentiated. Stage refers to the criteria from the American Joint Committee on Cancer (AJCC). (F) ROC analysis of 1‐year OS stratified by multiple clinical characteristics of HCC patients. Univariate (G) and multivariate (H) Cox analyses of ARGs and prognosis in TCGA_LIHC. Univariate (I) and multivariate (J) Cox analyses of ARGs and patient prognosis in GSE14520. AFP, fetoprotein; BCLC, Barcelona Clinic Liver Cancer. *p < 0.05, ***p < 0.001.

### 2.4 ARGs Signature as an Independent Predictor of Prognosis for HCC Patients

We next investigated the correlation between the ARGs signature and clinical characteristics in patients with HCC. Our findings revealed significant disparities in tumor stage, tumor grade, and survival between the high‐risk and low‐risk groups (Figure 2E). Moreover, ROC analysis substantiated that the risk model displayed superior predictive power with an AUC of 0.782, outperforming other clinical attributes including age, gender, grade, and stage in the TCGA_LIHC cohort (Figure 2F).

To ascertain whether the ARGs signature's risk score could serve as an independent prognostic biomarker for HCC patients, we conducted univariate and multivariate Cox regression analyses on HCC cohorts, considering variables such as the risk score and additional clinical features. For the TCGA_LIHC cohort, the univariate analysis indicated that age, tumor grade, tumor stage, vascular invasion, or the risk score was associated with OS (Figure 2G), whereas multivariate analysis confirmed that age, tumor grade, tumor stage, or the risk score independently predicted prognosis in HCC patients (Figure 2H). For the GSE14520 cohort, both univariate and multivariate analyses revealed significant correlations between TNM stage, Barcelona Clinic Liver Cancer (BCLC) stage, or the risk score and OS (Figure 2I, J). These findings collectively suggest that the risk score derived from the ARG signature holds potential as an independent prognostic factor for HCC patients.

### 2.5 Nomogram Construction and Evaluation of Immune Cell Infiltration and Chemotherapy Sensitivity

To enhance the practice of the risk model in clinic, a predictive nomogram was constructed for estimating 1‐, 3‐, and 5‐year OS in the TCGA_LIHC based on clinical features, encompassing gender, tumor grade, age, tumor stage, and risk score of ARGs signature (Figure S2A). ROC analysis showed good accuracy of nomogram with AUC values of 0.752, 0.731, and 0.742 (Figure S2B), respectively, and calibration curves confirmed the nomogram's high accuracy (Figure S2C). These results show that the nomogram can be applied to aid clinical decision‐making and to forecast the OS of HCC patients.

The disparities in the survival of HCC patients could be attributed to the sophistication nature of the tumor immune microenvironment [18]. Our analysis of immune cell infiltration and immune‐related pathways among individuals categorized into high‐ and low‐risk groups revealed a notable increase in dendritic cells, macrophages, Th2 cells, and regulatory T cells within the TCGA_LIHC cohort, particularly in those identified as being at high risk (*p* < 0.05) (Figure S2D), and the immune cell subsets of B cells, mast cells, and NK cells were significantly downregulated (*p* < 0.05) (Figure S2D). In the realm of immune‐related pathways, there was a pronounced increase in the expression of checkpoint and major histocompatibility complex class I molecules in the high‐risk group (*p* < 0.05), whereas the type I and type II interferon responses exhibited significant decrease (*p* < 0.05) (Figure S2E). Upon further scrutiny of the variations in immune subtypes between the high‐ and low‐risk groups, it was observed that the distribution of lymphocyte‐depleted samples was fairly balanced across both groups. However, a higher frequency of inflammatory was noted in the low‐risk group, contrasted with predominances of wound healing and interferon‐γ dominant samples in the high‐risk group (Figure S2F).

Additionally, notable variations were observed in the response to chemotherapeutic agents between the two groups. The IC50 values for docetaxel and gefitinib were significantly higher in the high‐risk group, implying a greater resistance to these medications. Conversely, the IC50 values for gemcitabine and imatinib were found to be lower in the high‐risk group compared to the low‐risk group, signifying a more sensitivity to these drugs (Figure S2G). To sum up, the risk scores deduced from the ARGs signatures are capable of predicting the survival for HCC patients and the response to chemotherapy.

### 2.6 Upregulated RAC3 Is Correlated With Tumor Progression and Poor Prognosis in HCC Patients

Subsequently, we revealed that the levels of mRNA and protein for the five ARGs of risk model were markedly higher in HCC tissues than in the adjacent normal tissues (Figure S3A,B). Furthermore, the increases in five ARGs expression were significantly correlated with reduced OS (Figure S3C). Nevertheless, only RAC3 was statistically associated with worse disease‐free survival (*p* = 0.026) (Figure S3D). Hence, we next focused on the role and mechanisms of RAC3 in HCC tumorigenesis and progression.

The RAC family consists of RAC1, RAC2, and RAC3, in which RAC3 was found to be upregulated significantly and distinctly in HCC compared with adjacent normal tissues (*p* < 0.001, 3.3‐fold) (Figure S4A). Additionally, notable upregulations of RAC3 in tumor tissues were observed in the TCGA pan‐cancer, such as BLCA, BRCA, CESC, COAD, ESCA, HNSC, LIHC, LUAD, LUSC, PCPG, PRAD, STAD, and UCEC (Figure S4B). In contrast, RAC3 levels were significantly reduced in tumor tissues of KICH, KIRC, KIRP, and THCA (Figure S4B). In addition, compared with the low RAC3 expression, the high RAC3 expression was linked to poorer outcomes in individuals with bladder cancer, KIRC, sarcoma, and thyroid carcinoma, but longer survival in breast cancer and PDAC (Figure S4C).

We conducted analyses of RAC3 expression based on GSE14520, GSE22058, and ICGC_LIRI, which confirmed that RAC3 mRNA was notably higher in HCC tissues compared to the adjacent normal tissues (Figure 3A). Additionally, analysis of the CPTAC database by UALCAN demonstrated that RAC3 protein was notably elevated in HCC tissues compared with adjacent normal tissues (Figure 3B). Kaplan‒Meier plotter analysis revealed that higher expression of RAC3 was associated with poorer prognosis in HCC individuals with stage II and AJCC_T2 (Table S2, Figure S5). These findings strongly indicate that RAC3 can serve as a promising prognostic biomarker for HCC patients.

**FIGURE 3:**
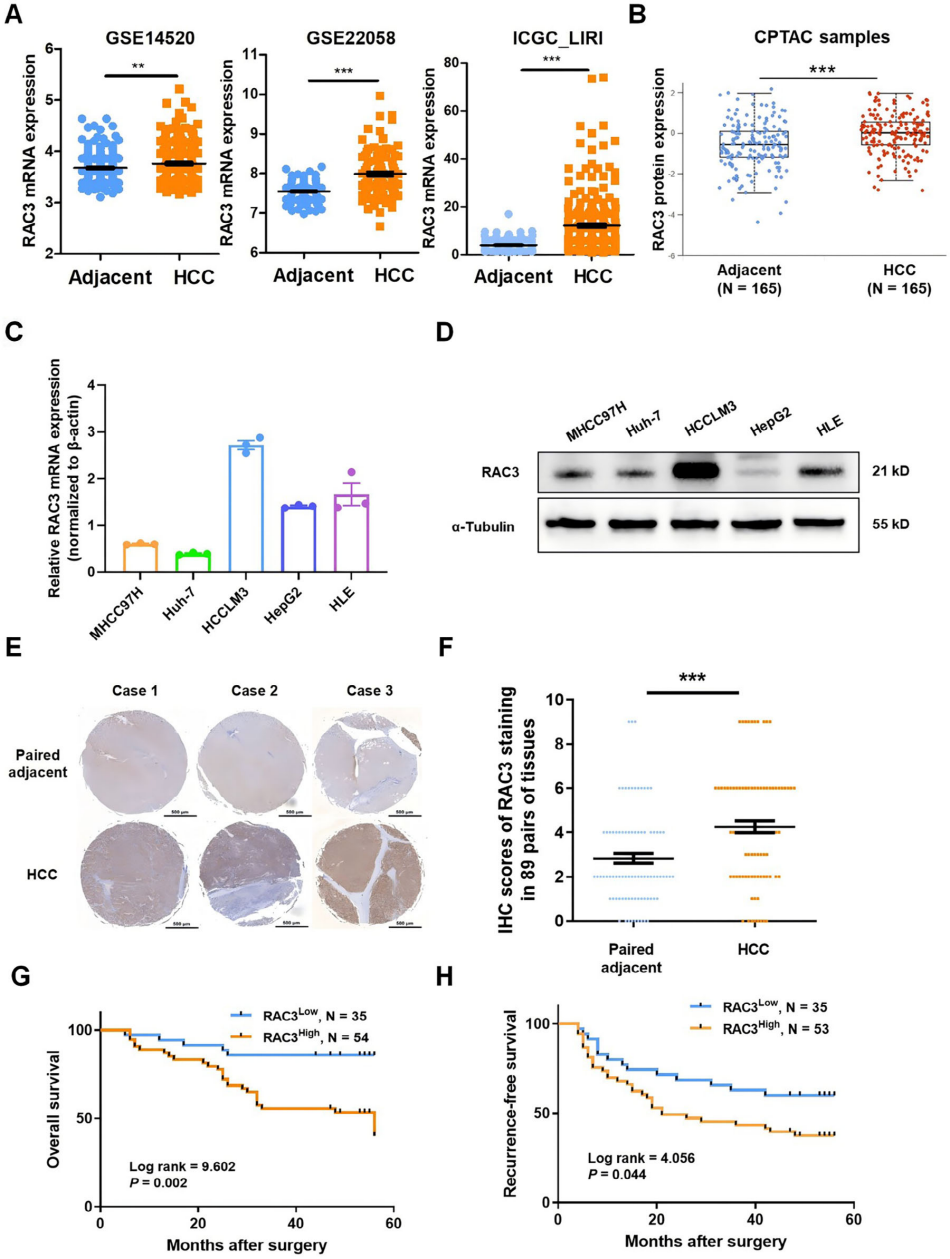
Expression and prognostic significance of RAC3 in HCC tissues. (A) RAC3 mRNA expression of HCC and adjacent normal tissues in three datasets GSE14520 (adjacent: *N* = 220, HCC: *N* = 225), GES22058 (adjacent: *N* = 97, HCC: *N* = 100), and ICGC_LIRI (adjacent: *N* = 202, HCC: *N* = 242). (B) RAC3 protein expression of HCC (*N* = 165) and adjacent normal tissues (*N* = 165) in CTPAC database. (C) qRT‐PCR analysis of RAC3 expression in five HCC cell lines. (D) Western blot analysis of RAC3 expression in five HCC cell lines. (E) Representative IHC images of RAC3 in HCC and paired adjacent normal tissues from tissue microarray. (F) IHC scores associated with RAC3 expression in HCC and paired adjacent normal tissues (*N* = 89). Kaplan–Meier analysis of OS (G) and RFS (H) of HCC patients with high or low RAC3 expression. **p < 0.01, ***p < 0.001. Data represent mean ± SEM collected from three independent experiments.

Subsequently, qRT‐PCR and western blot analyses were carried out to assess the expression levels of RAC3 across five HCC cell lines (Figure 3C, D). Our findings revealed that RAC3 was prominently expressed in HCCLM3 and HLE cells, whereas its expression was considerably lower in MHCC97H and Huh‐7 cells. Moreover, we performed immunohistochemical staining to detect RAC3 expression in an HCC tissue microarray comprised of 89 matched pairs of HCC tumors and their adjacent normal tissues. Similarly, it was observed that RAC3 expression was markedly higher in HCC tissues as opposed to matched normal tissues (Figure 3E, F). Correlation analysis between RAC3 protein expression and clinicopathological parameters indicated significant links between high RAC3 expression and tumors larger than 3 cm (*p* = 0.049), tumor recurrence (*p* = 0.034), and OS (*p* = 0.001) (Table 1). Univariate analysis further demonstrated that tumor size (*p* = 0.016), tumor grade (*p* = 0.027), tumor capsule integrity (*p* = 0.045), TNM stage (*p* = 0.006), and RAC3 expression (*p* = 0.005) were notably related to OS (Table S3). We further conducted a multivariate Cox regression analysis incorporating variables with significance in the univariate analysis, which confirmed that RAC3 protein expression serves as an independent predictor for OS (*p* = 0.044) (Table S4). Kaplan–Meier survival curves demonstrated that higher RAC3 protein expression correlated with significantly poorer prognosis (*p* = 0.002) (Figure 3G) and increased cumulative recurrence‐free survival (*p* = 0.044) (Figure 3H). Collectively, these findings suggest that elevated RAC3 expression plays a pivotal role in the malignancy and progression of HCC.

**TABLE 1:** Association of the RAC3 expression with patients’ clinicopathological features.

Clinicopathological features	RAC3^low^ (*N* = 35)	RAC3^high^ (*N* = 54)	*p* value
Age (*N*, ≤60/>60 years old)	29/6	39/15	0.248
Gender (*N*, male/female)	30/5	49/5	0.463
Tumor size (*N*, ≥3 cm/<3 cm)	22/13	44/10	**0.049**
Tumor number (*N*, 1/>1)	33/2	45/9	0.136
Tumor grade (*N*, I–II/II/II–III/III)	2/16/11/6	1/24/11/18	0.255
Tumor capsule integrity (*N*, yes/no)	17/18	24/29	0.762
TNM stage (*N*, I, II, III)	26/9/0	36/16/2	0.452
Recurrence (*N*, yes/no)	14/21	34/20	**0.034**
HBsAg (*N*, positive/negative)	26/9	43/10	0.445
AFP (*N*, ≥25 µg/L/<25 µg/L)	19/16	31/22	0.697
OS (*N*, live/dead)	30/5	28/26	**0.001**

*Note*: RAC3^low^—IHC score = 0–3; RAC3^high^—IHC score = 4–9); *p* value is estimated by *χ* ^2^ test.

Bold values represent statistically significant (*p* < 0.05).

### 2.7 RAC3 Promotes the Malignant Phenotypes of HCC Cells

GSEA enrichment based on TCGA_LIHC revealed that RAC3 expression was positively correlated with APOPTOSIS (ES = 0.54, *p* = 0.00), ECM RECEPTOR INTERACTION (ES = 0.68, *p* = 0.00), and CELL ADHESION MOLECULES CAMS (ES = 0.62, *p* = 0.00) (Figure S6A), indicating its potential function in anoikis resistance. Furthermore, to assess the role of RAC3 in HCC, stable overexpression of RAC3 was established in the Huh‐7 cell line, and RAC3 knockdown was performed in the HCCLM3 and HLE cell lines. Knockdown of RAC3 significantly inhibited cell proliferation and invasion in vitro, while overexpression of RAC3 promoted these behaviors (Figure 4A, B). Furthermore, we established stable knockdown of RAC3 in the HCCLM3 cell line (Figure S6B) and also found the inhibition of RAC3 knockdown on the cell proliferation and invasion (Figure S6C,D). The apoptosis assay revealed a significant elevation in apoptosis rate following RAC3 suppression (Figure 4C).

**FIGURE 4:**
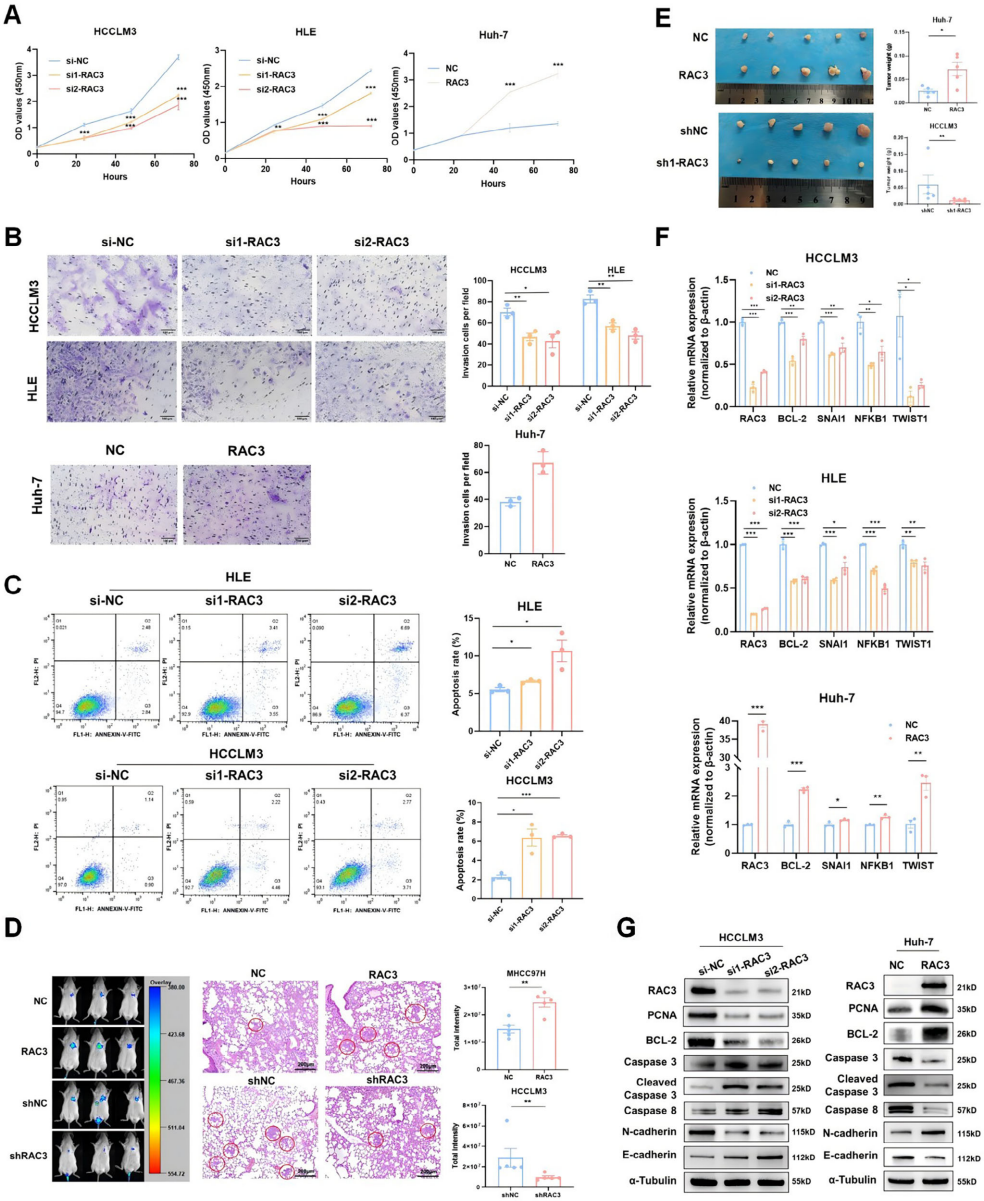
RAC3 promotes the malignant phenotypes of HCC cells. The effect of siRNA knockdown of RAC3 and stable overexpression of RAC3 on the proliferation (A), invasion (B), and apoptosis (C) of HCC cells in vitro. (D) Effects of RAC3 knockdown or overexpression on lung metastasis in NCG mice (*N* = 5). Representative bioluminescence images (left) and hematoxilin‐eosin staining images (middle) of metastasis tumors, and statistics for luciferase intensity in the lung (right). (E) Effects of RAC3 knockdown or overexpression on HCC tumor growth in nude mice (*N* = 5). (F) qRT‐PCR analysis of the expression of anti‐apoptosis markers and (G) western blot analysis of the expression of anti‐apoptosis, proliferation, and EMT markers when RAC3 was knocked down or overexpressed. *p < 0.05, **p < 0.01, ***p < 0.001. Data represent mean ± SEM collected from three independent experiments.

We then constructed a tumor metastasis model that MHCC97H or HCCLM3 stably expressing firefly luciferase with RAC3 stable overexpression or silencing was injected via the tail vein into NCG (NOD/ShiLtJGpt‐Prkdcem26Cd52Il2rgem26Cd22/Gpt) mice. We discovered that luciferase intensity in the lung was significantly increased by RAC3 overexpression while depressed by RAC3 knockdown (Figure 4D). Nude mice were inoculated subcutaneously with Huh‐7 cells featuring stable RAC3 overexpression and HCCLM3 cells with stable RAC3 knockdown. As depicted in Figure 4E, RAC3 overexpression markedly escalated the tumor mass by day 21 post‐inoculation. Conversely, RAC3 knockdown substantially diminished the subcutaneous tumorigenesis by day 14 post‐inoculation. Immunohistochemistry analysis corroborated that high expression of Ki‐67 was detected in RAC3 overexpression tumor tissues, while the opposite effect was observed in the RAC3 knockdown group (Figure S7A,B).

Moreover, qRT‐PCR analysis revealed that knockdown of RAC3 led to decreased expression of anti‐apoptotic markers, including Bcl‐2, SNAI1, NFKB1, and TWIST1, and the opposite effect was observed in RAC3‐overexpressing Huh‐7 cells (Figure 4F). Finally, western blot analysis demonstrated that RAC3 knockdown led to decreased expression of the proliferative marker PCNA, the anti‐apoptotic marker Bcl‐2, and elevated expression of the caspase‐mediated apoptosis while the opposite was observed in RAC3‐overexpressing Huh‐7 cells (Figure 4G). In summary, RAC3 functions as a key accelerant in the initiation and progression of HCC.

### 2.8 RAC3 Activates cAMP/MAPK/Rap1 Signaling by Upregulation of NNMT

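RNA from Huh-7 cells, an established human liver cancer cell line, was sequenced after stable overexpression of RAC3 (3 samples) and from the negative controls (3 samples). Polyadenylated RNA was sequenced on an Illumina NovaSeq instrument by the sequencing company. The authors' table gives, for genes listed by Ensembl identifier, the number of reads or fragments counted in each sample without normalization, and FPKM values made by the authors. The paper's text and the table name no aligner, genome build or annotation. Of the identifiers, 20113 are in GENCODE release 29 and 219 are not, and from this release gene positions on GRCh38 and transcript properties were taken. The negative controls 1, 2 and 3 had 14368764, 15269997 and 18199888 counts on genes, with a median of 15269997. The RAC3 samples 1, 2 and 3 had 17332318, 16225766 and 13855762 counts, with a median of 16225766. The 10 genes with the most counts took between 5.66% and 6.44% of a sample's counts. A count of 0 in a sample allows up to 3 counts, which is between 0.165 and 0.217 CPM (counts scaled to a common library size) in these samples, and covers counting error only.
The counts were normalized by edgeR's TMM method, genes with low counts were removed by edgeR's filterByExpr function, and 12941 genes were tested with edgeR's quasi-likelihood test. RAC3 itself (ENSG00000169750, chromosome 17 from 82031624 to 82034204) had 33.3 ± 2.16 normalized CPM (SD, n = 3) in the negative controls and 232.6 ± 7.11 (SD, n = 3) with RAC3 overexpression. This is a log2 fold change of 2.81 (standard error 0.0574, adjusted p = 9.6e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sample labels name other genes as the overexpressed one for the RAC3 samples 2 and 3, while their titles and the paper give RAC3. These samples had 239.6 and 225.4 normalized CPM of RAC3, against 232.6 in the RAC3 sample 1. No group of 3 samples can reach an exact permutation p under 0.10 against another group of 3. The Supplemental Methods call the RNA samples independent and do not say whether they came from separately made stable cells. The p-values here measure the spread between these samples. They cannot separate RAC3 from other differences between the stable cells and their controls.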

To explore the mechanisms by which RAC3 facilitates the HCC progression, we performed RNA sequencing combined with proteome analysis to pinpoint RAC3‐regulated genes. 

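At a fold change above 1.5 in either direction and an unadjusted p-value below 0.05, the thresholds of the Supplemental Methods, 605 of the 12941 genes tested were differentially expressed between the RAC3 and negative control samples. Of these, 218 were upregulated and 387 were downregulated with RAC3 overexpression. All 3 samples of one group lay above all 3 of the other for 545 of the 605 genes, and for 42.5% of all genes tested, where chance gives 10%. A mean of fewer than 50 counts per sample stood behind 268 of the 605 genes. With Benjamini-Hochberg adjustment over the genes tested, 3691 genes had an adjusted p-value below 0.05, of which 1717 were higher and 1974 lower, and 460 of them also passed the fold threshold, 151 higher and 309 lower. Among the settings chosen in advance that kept these thresholds, the filter moved the number of differentially expressed genes most. It was 767 when only genes without any count were removed. With each library's trend with GC content removed, a setting chosen after the data were seen, it was 457. Scaling by library size alone moved the split between the directions to 296 upregulated and 315 downregulated genes.

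**Figure D1:**
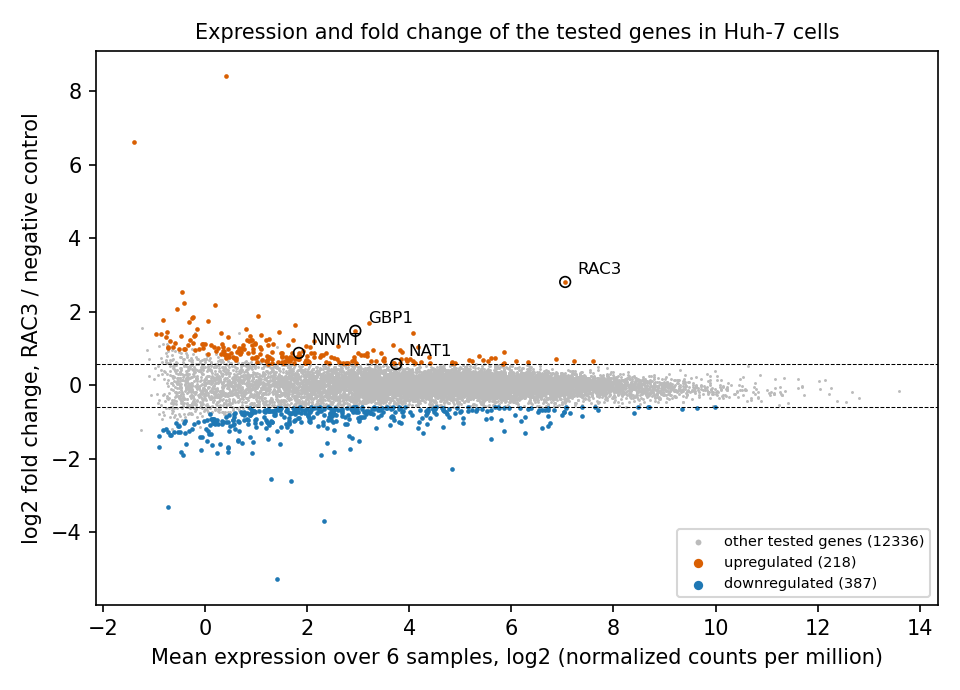
Mean expression of each tested gene over the 6 samples (log2 of normalized CPM) against its log2 fold change between RAC3 overexpression and the negative controls. Orange and blue points are the 218 upregulated and 387 downregulated genes, grey points are the other tested genes, dashed lines mark a fold change of 1.5 and circles mark RAC3, GBP1, NNMT and NAT1; the 2 highest points are genes with 0 counts in every negative control, whose fitted value depends on edgeR's prior count.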

After the overexpression of RAC3, 236 genes and 27 proteins were downregulated, while 226 genes and 35 proteins were upregulated, respectively (Figure 5A, B). Representative DEGs were shown as heatmaps (Figure 5C, D). 

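Figure 5C gives no gene names, so the genes below were taken by a rule fixed in advance, as the 5 genes in each direction with the smallest p-value among well-counted genes whose groups did not overlap. After RAC3, the upregulated genes were ABCB1, PCDH7, CHML and CEBPD, with log2 fold changes of 0.91, 1.41, 0.66 and 0.72. PCDH7, a protocadherin (ENSG00000169851), rose from 9.23 ± 0.605 to 24.6 ± 1.42 normalized CPM (SD, n = 3 per group). The downregulated genes were UNC5B, ASNS, LGALS14, FADS2 and FASN, with log2 fold changes of -1.15, -0.76, -1.25, -0.62 and -0.59. LGALS14 (ENSG00000006659) fell from 81.9 ± 6.91 to 34.3 ± 1.69 and UNC5B, a netrin receptor (ENSG00000107731), from 134.5 ± 3.81 to 60.5 ± 3.87 normalized CPM (SD, n = 3 per group). The largest adjusted p-value among these genes was 3.9e-08 for CEBPD, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FADS2 and FASN lie near the fold threshold. With scaling by library size alone, their log2 fold changes were -0.56 and -0.54, which no longer pass it, and FASN also fell short of it without RAC3 overexpression replicate 1, at -0.56, and without negative control replicate 1, at -0.57. With each library's trend with GC content removed, a setting chosen after the data were seen, they were -0.47 and -0.37.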

KEGG analysis based on RNA‐seq data indicated that the Rap1 signaling pathway (*p* = 3.16e‐2), MAPK signaling pathway (*p* = 3.14e‐2), and cytokine‒cytokine receptor interaction (*p* = 5.71e‐3) were significantly enriched (Figure 5E). 

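KEGG gene lists were not available, so gene families written down before the counts were examined were tested in their place, and these are not the KEGG pathways. Among cytokines, chemokines and their receptors, 15 of 112 tested genes were differentially expressed at the paper's thresholds, which is 13.4% against 4.68% of all genes tested (odds ratio 3.21, two-sided Fisher's exact test, adjusted p = 0.0011 over 10 families). Of the 15, 8 were upregulated, among them CXCL5, OSMR and CSF1, and 7 were downregulated, among them INHA and TNFRSF14. Without negative control replicate 2, this share gave an adjusted p of 0.116 in Fisher's exact test, the highest of the alternatives chosen in advance, which went down to 1.7e-05. CXCL5 (ENSG00000163735) rose from 116.2 ± 5.78 to 182.1 ± 12.2 and INHA (ENSG00000123999) fell from 10.2 ± 2.73 to 3.91 ± 0.379 normalized CPM (SD, n = 3 per group). Among growth factors and receptor tyrosine kinases, 11 of 52 tested genes were differentially expressed (odds ratio 5.55, adjusted p = 0.00022 in the same exact test), with EREG and AREG among 6 upregulated genes and EFNA1 and VEGFB among 5 downregulated genes.
In the mitogen-activated protein kinase cascade, 2 of 98 tested genes were differentially expressed, PTPRR upwards and NR4A1 downwards, with an adjusted p of 0.552 in Fisher's exact test. None of the 61 tested Rap1 GTPases, regulators and effectors passed the paper's thresholds (adjusted p = 0.236 in Fisher's exact test). Of these 61 genes, 22 had an adjusted p-value below 0.05 over all genes tested, 9 higher and 13 lower, and 26 had one adjusted over the list alone. The shift of each family as a whole was tested with limma's camera method at a preset inter-gene correlation of 0.01. Its adjusted p was 0.998 for the cytokines, for the kinase cascade and for the Rap1 family, whose median log2 fold changes lay between -0.01 and 0.00, and it was 0.106 for the growth factors, whose median was -0.17. Of the 10 families, camera gave an adjusted p below 0.05 for the cell proliferation genes, where 32 of 50 genes were higher, with a median log2 fold change of 0.06 (adjusted p = 0.0229, and 0.0281 with limma's fry method), and this call was lost without negative control replicate 1 (adjusted p = 0.0581 with camera, in a range from 0.0016 to 0.0581 over the alternatives chosen in advance). The fry method also gave adjusted p-values of 0.0281 for the growth factors and 0.0044 for the interferon-stimulated genes.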

KEGG analysis based on proteome data revealed that the cAMP signaling pathway (*p* = 1.70e‐2), chemokine signaling pathway (*p* = 3.92e‐2), and MAPK signaling pathway (*p* = 5.02e‐2) were significantly enriched (Figure 5F). Moreover, we intersected 462 DEGs in the RNA‐seq data and 62 DEGs in the proteome and found that three genes, GBP1, NAT1, and NNMT, were commonly upregulated by RAC3 overexpression (Figure 5G). qRT‐PCR was then conducted to monitor the three genes. 

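In the RNA-seq samples, GBP1, NAT1 and NNMT were each higher in all 3 RAC3 samples than in all 3 negative controls (exact permutation test, two-sided p = 0.10, the smallest that 3 samples against 3 allow). GBP1, an interferon-induced guanylate-binding protein (ENSG00000117228, chromosome 1 from 89052319 to 89065360), had 4.09 ± 0.698 normalized CPM in the negative controls and 11.3 ± 0.887 with RAC3 overexpression (SD, n = 3 per group). Its log2 fold change was 1.48 (standard error 0.159, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its paralogs GBP2 and GBP3, with which reads could be shared in counting, had log2 fold changes of 0.76 and 1.13. The value for GBP3 rests on 1, 14 and 14 counts in the negative controls and 24, 22 and 19 in the RAC3 samples. Its adjusted p was 0.0859 from the same edgeR test. NNMT, which encodes nicotinamide N-methyltransferase (ENSG00000166741, chromosome 11 from 114257787 to 114313285), rose from 2.51 ± 0.0506 to 4.63 ± 0.221 normalized CPM (SD, n = 3 per group). This rests on 35, 37 and 46 counts in the negative controls and 78, 77 and 68 counts in the RAC3 samples, and the gene lies within an annotated antisense transcript, AP002518.2. The log2 fold change of NNMT was 0.88 (standard error 0.21, adjusted p = 0.0041 from the same edgeR test). NAT1, an arylamine N-acetyltransferase (ENSG00000171428, chromosome 8 from 18170477 to 18223689), rose from 10.7 ± 1.46 to 16.0 ± 0.683 normalized CPM (SD, n = 3 per group), a log2 fold change of 0.57 (standard error 0.117, adjusted p = 0.0011 from the same edgeR test). A fold change of 1.5 is 0.58 on the log2 scale, so NAT1 lay just under that threshold. With scaling by library size alone it was above it, at 0.63, as it was without negative control replicate 2, at 0.68, and without RAC3 overexpression replicate 1, at 0.61. It was below it under the other alternatives chosen in advance, down to 0.49 without negative control replicate 1. Under the settings chosen after the data were seen, it was 0.44 with each library's GC trend removed, 0.62 with the length trend removed and 0.60 with fold changes from the authors' mean FPKM values. With each sample left out in turn, the log2 fold change stayed between 1.34 and 1.59 for GBP1, between 0.85 and 0.92 for NNMT and between 0.49 and 0.68 for NAT1. From the genes upregulated in both the RNA-seq and the proteome data, the paper reasons towards NNMT by qRT-PCR and by earlier reports on NNMT, and hypothesizes that NNMT regulates RAC3-mediated progression.

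**Figure D2:**
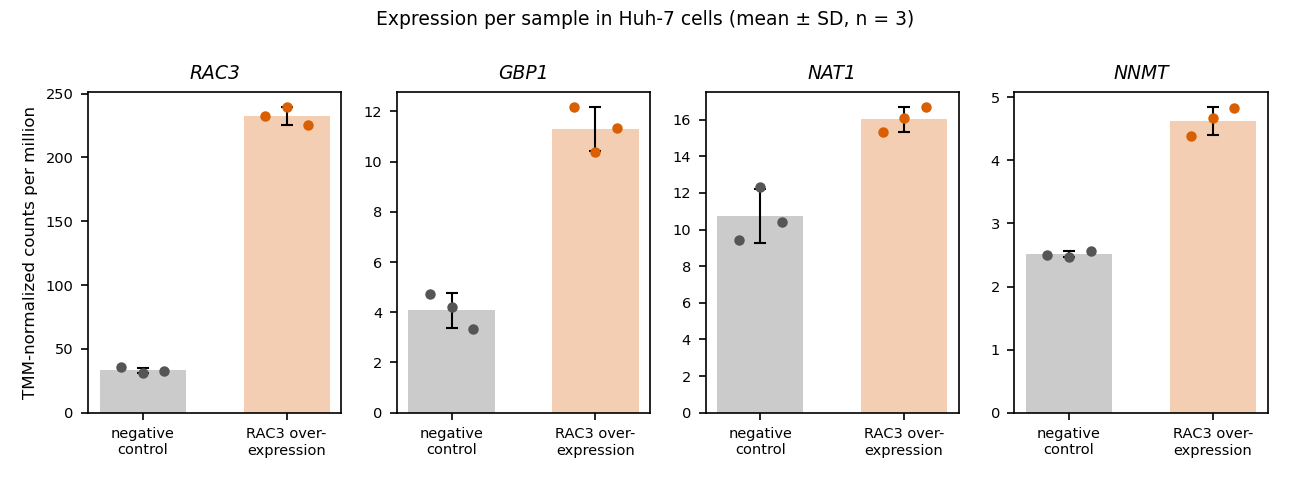
TMM-normalized CPM of RAC3, GBP1, NAT1 and NNMT in the 3 negative control and 3 RAC3 overexpression samples of Huh-7 cells, each on its own axis from 0. Bars are means, error bars are SD and points are samples; for each gene, the lowest RAC3 sample lies above the highest negative control.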

The outcomes highlighted that NNMT was most significantly upregulated under RAC3 overexpression, given the *p* value and fold change (Figure 5H). Previous studies indicated that NNMT, characterized by elevated expression in HCC, had the capacity to augment the invasion and metastasis of HCC cells, coupled with a correlation to inferior prognosis [19]. Moreover, NNMT was reported to facilitate resistance to ROS‐induced apoptosis in colorectal carcinoma [20]. Thus, we hypothesized that NNMT might act as a key regulator of RAC3‐mediated HCC progression via cAMP/MAPK/Rap1 signaling pathway.

**FIGURE 5:**
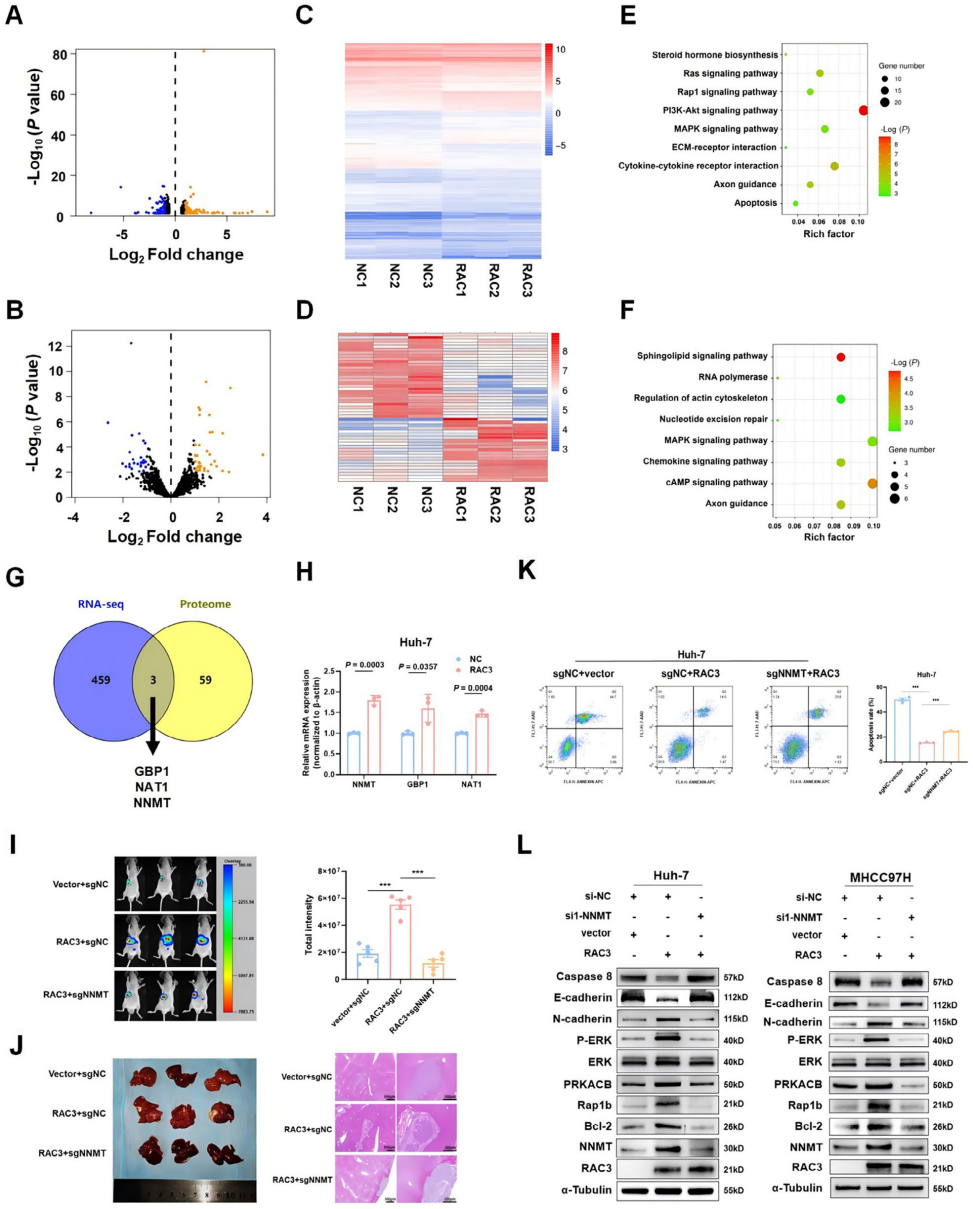
RAC3 activates cAMP/MAPK/Rap1 signaling by upregulation of NNMT. (A and B) Volcano plots showing the DEGs regulated by the overexpression of RAC3 analyzed by RNA‐seq and proteome analysis (blue: significant difference in low expression; orange: significant difference in high expression). (C and D) Heatmaps showing the representative DEGs modulated by the overexpression of RAC3 analyzed by RNA‐seq and proteome analysis. (E and F) KEGG pathway analysis showing the most enriched pathways of DEGs identified by RNA‐seq and proteome analysis. (G) The intersection of 462 and 62 DEGs from the RNA‐seq and proteome data. (H) qRT‐PCR validation of the expression of the three commonly upregulated genes in Huh‐7 cells. (I) Effects of NNMT knockdown on tumor growth in nude mice bearing RAC3 overexpressed MHCC97H cells (*N* = 5). (J) Representative liver tissues (left) and hematoxylin–eosin staining (right). (K) The effect of NNMT knockout on the apoptosis in RAC3 overexpressed HCC cells. (L) Western blot analysis of the expression of MAPK, p‐MAPK, PRKACB, and Rap1b and apoptosis and EMT markers in HCC cells. ***p < 0.001. Data represent mean ± SEM collected from three independent experiments.

To test the hypothesis, an orthotopic liver HCC model was established by in situ injecting MHCC97H cells in which firefly luciferase and RAC3 were stably overexpressed coupled with NNMT knockout. We found that NNMT knockout reversed the role of RAC3 in promoting HCC growth (Figure 5I, J) and inhibited the expression of Ki67 and Bcl‐2 in RAC3‐overexpression HCC tissues (Figure S8A,B). Additionally, we also performed apoptosis assay to validate that NNMT KO increased apoptosis in RAC3‐overexpression HCC cells in vitro (Figure 5K). Furthermore, we validated the efficiency of three NNMT siRNAs and chose si1‐NNMT to perform NNMT rescue experiments (Figure S8C). We found that PRKACB (key molecule in cAMP signaling), p‐ERK/ERK (key molecules in MAPK signaling), and Rap1b (key molecule in Rap1 signaling) were upregulated through RAC3 overexpression in HCC cells, which could be inhibited by NNMT knockdown (Figure 5L). Moreover, western blot analysis also indicated that the anti‐apoptotic and EMT markers were activated by RAC3 overexpression, which was abolished by NNMT knockdown (Figure 5L). Taken together, these findings imply that RAC3 may serve as a tumor promoter, driving hepatocarcinogenesis and the malignancy of HCC by activating the cAMP/MAPK/Rap1 signaling pathway through NNMT.

### 2.9 RAC3 Interacts with SOX6 Transcriptionally Activating NNMT

It has been reported that RAC3 indirectly activated the transcription of target genes by interacting with transcription factors [17, 21]. Therefore, we hypothesized that RAC3 might act as a transcriptional co‐activator to enhance the transcriptional activity of NNMT and thus promote HCC progression. Consequently, we carried out co‐immunoprecipitation (Co‐IP) combined with mass spectrometry analysis in RAC3‐overexpressed Huh‐7 cells to screen transcription factors interacting with RAC3 (Table S5). Among the RAC3‐interacting proteins, SOX6 was the only annotated transcription factor, which was further predicted to be NNMT‐binding transcriptional factor by Jaspar database. We then verified the interaction between RAC3 and SOX6 in HCC cell lines by Co‐IP (Figure 6A). Due to unavailable of human SOX6 motif in Jaspar database, we predicted the core motif of mouse SOX6 that might bind to the mouse NNMT promoter region (Figure 6B). We found two DNA sequences of the mouse NNMT promoter, homologous to humans, probably binding to SOX6 (Figure 6C, Figure S9). We mutated the two sequences (named mut 1 and mut 2) and designed two pairs of primers (target 1 and target 2) to detect the two sequences using chromatin immunoprecipitation (ChIP)‐qPCR (Figure 6D). The results indicated that SOX6 could directly bind to the NNMT promoter (−345/−338 bp) (Figure 6E). Furthermore, the dual‐luciferase reporter gene assays demonstrated that RAC3 enhanced SOX6‐regulated NNMT transcription, which was significantly inhibited with NNMT promoter mut1 (−345/−338 bp) (Figure 6F). In summary, RAC3 acts as a transcriptional co‐activator of SOX6 to promote NNMT transcription.

**FIGURE 6:**
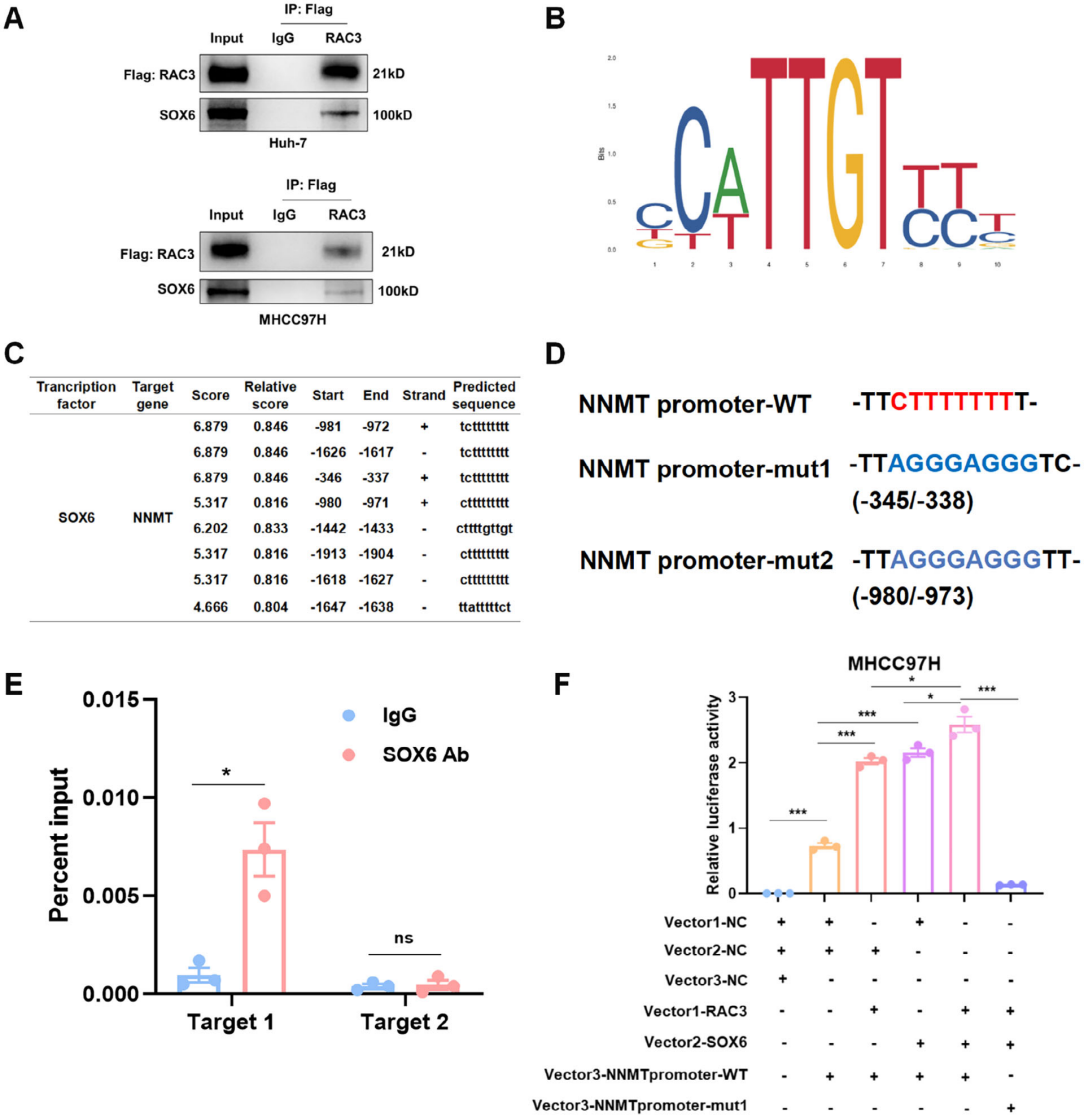
RAC3 interacts with SOX6 to transcriptionally activate NNMT. (A) Co‐immunoprecipitation of SOX6 with anti‐Flag (RAC3) antibody in Huh‐7 and MHCC97H cells. (B) SOX6 core motif binding to NNMT promoter predicted by the Japsar database. (C) DNA sequences binding to SOX6 in the 2000 bp upstream of NNMT (promoter region) predicted by the Jaspar database. (D) The predicted binding sites of SOX6 in the mouse NNMT promoter homologous to human by Jaspar. WT, wild type. (E) ChIP analysis of SOX6 binding at the NNMT promoter in MHCC97H cells. (F) Luciferase activity of the wild type or mutated NNMT promoter reporter after co‐transfection with RAC3 and SOX6 in MHCC97H cells. *p < 0.05, ***p < 0.001, ns, not significant. Data represent mean ± SEM collected from three independent experiments.

### 2.10 Specific Inhibitor EHop‐016 Targeting RAC3 Suppresses HCC Progression

We then investigated the intervention efficacy targeting RAC3. Small molecular inhibitor EHop‐016 has been reported to specifically target RAC3 GTPase [22]. Subsequently, MHCC97H cells were treated with EHop‐016 at different concentrations for 24 h. We discovered that EHop‐016 inhibited the enzyme activity of RAC3 and the expression of NNMT in a concentration‐dependent manner (Figure 7A).

**FIGURE 7:**
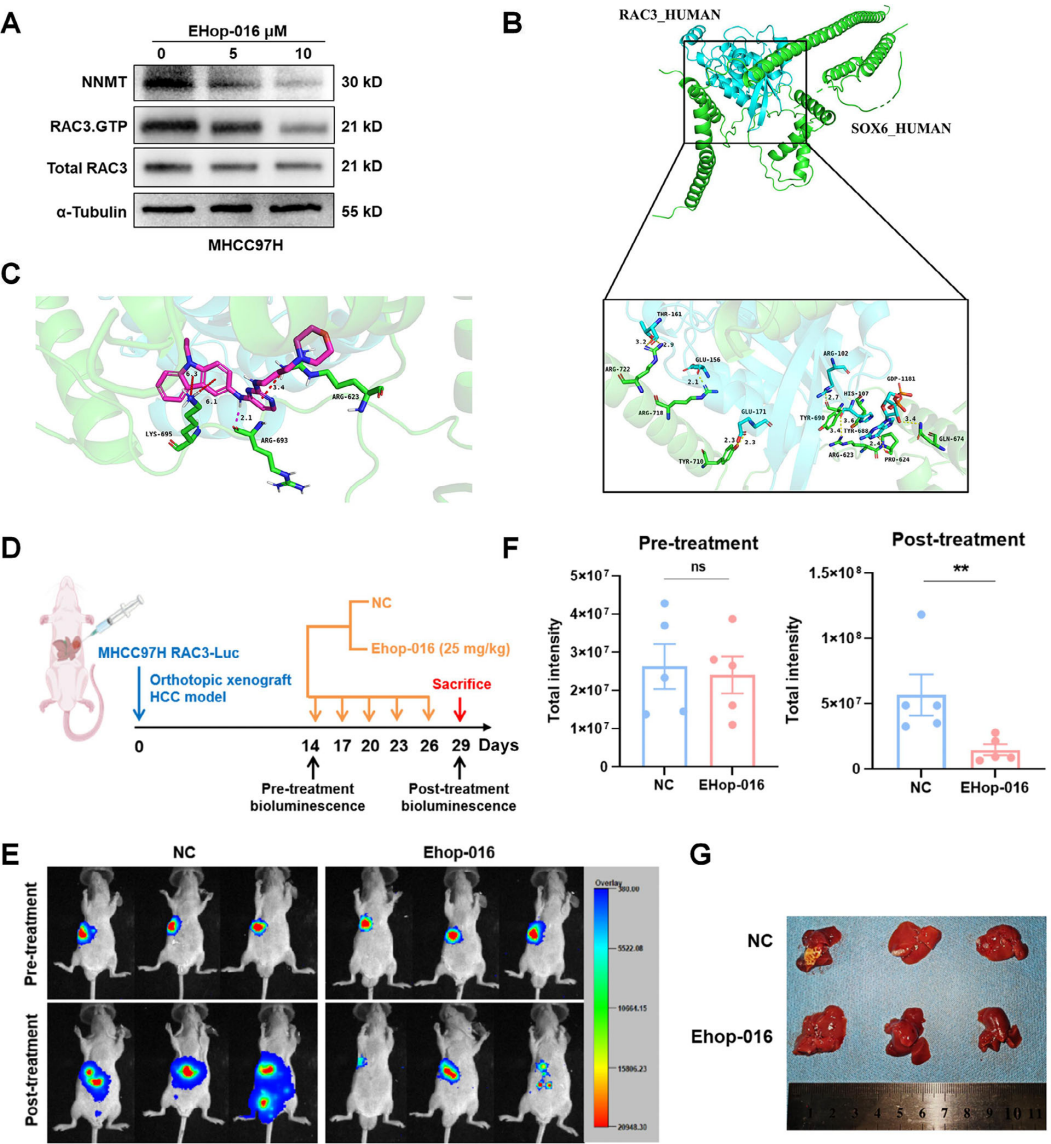
EHop‐016 targeting RAC3 inhibits HCC progression. (A) Western blot analysis of the NNMT expression and RAC3 activity treated with EHop‐016 for 24 h in MHCC97H cells. (B) Molecular docking of RAC3 and SOX6. (blue: RAC3 protein, green: SOX6 protein, yellow dotted line: hydrogen bonding). The numeric value represents the bond length. (C) Molecular docking of EHop‐016 with the interaction interface of RAC3 and SOX6 (blue: RAC3 protein, green: SOX6 protein, pink: EHop‐016, pink dotted line: hydrogen bonding, red dotted line: π‐π interaction). The numeric value represents the bond length. (D) Flow chart of an orthotopic HCC model in nude mice (*N* = 5) injected intraperitoneally with EHop‐016 and saline (NC). (E) Representative bioluminescence images of orthotopic tumors in nude mice before and after treatment with EHop‐016. (F) Statistical diagram of total bioluminescence intensity in orthotopic tumors of nude mice before and after treatment with EHop‐016. (G) Representative tumor tissues after treatment with EHop‐016. **p < 0.01, ns, not significant. (F) Mean ± SEM, Student's *t* test. Data represent mean ± SEM collected from three independent experiments.

Further, we carried out molecular docking based on the three‐dimensional (3D) structures of RAC3, SOX6, and EHop‐016, and found that the hydrogen bond force between RAC3 and SOX6 was about 3 Å, indicating a strong binding (Figure 7B). Moreover, EHop‐016 bound to the interaction interface between RAC3 and SOX6, suggesting that EHop‐016 might disrupt their interaction by inhibiting the activity of RAC3 (Figure 7C). To further evaluate the in vivo pharmacodynamics of EHop‐016, a mouse model with orthotopic implantation of RAC3‐Luc overexpressing MHCC97H cells was intraperitoneally injected with EHop‐016 every 3 days for a total of five times (Figure 7D). We found that the luciferase intensity and the number of luciferase positive lesion in liver was significantly decreased after treatment (Figure 7E–G). Taken together, EHop‐016 is identified as an effective compound targeting RAC3 in HCC therapy.

## 3 Discussion

Anoikis plays a critical role in the initiation and development of HCC [23]. In the present work, a prognostic risk model based on ARGs for patients with HCC was constructed. The risk model segregated the TCGA_LIHC training cohort into two subsets: high risk and low risk. Individuals in the high‐risk category exhibited poorer survival outcomes compared to those in the low‐risk category. Notably, the risk score derived from the model could independently forecast the survival of patients with HCC. Our investigation has yielded several novel insights. First, we successfully constructed a five‐gene risk model, named ARGs signature with high reliability by internal and external cross‐validation, thereby elaborating the importance of ARGs in evaluating the diagnosis and prognosis of HCC patients. Second, the model had high specificity and sensitivity, qualifying it as an independent prognostic indicator to support clinical decision‐making in HCC. Third, RAC3 was uncovered as a novel anoikis‐related oncogene in HCC that promoted malignant phenotypes via NNMT‐mediated activation of cAMP/MAPK/Rap1 signaling. Fourth, this study proposed a strategy to inhibit HCC progression by targeting RAC3.

Several studies have established prognostic models based on ARGs in different types of cancers [24, 25, 26, 27]. In terms of research design, Diao et al. [25] constructed a prognostic ARG signature in LUAD containing of 16 genes. Cai et al. [26] developed a prognostic model for colorectal cancer based on ARGs and immune‐related genes collected from the entire TCGA database. Both studies lacked external dataset cross‐validation. In our study, the risk model was based on 105 DEGs that were common to TCGA_LIHC and GSE14520 in order to make the external validation in GSE14520 go smoothly. Ultimately, the ARGs signature we constructed was refined with five genes, meanwhile internal and external cross‐validation with multiple datasets were performed to ensure model reliability. In terms of application for clinical guidance, our model had high specificity and sensitivity with AUC values of 0.812 for 1‐year survival, greater than other studies. For example, Zhong et al. developed a risk model for HCC based on ARGs and the AUC value of ROC curve was 0.778 for 1‐year survival [27]. Additionally, the study unveiled a substantial correlation between the risk scores of ARGs signature and immune cell infiltration or chemotherapy sensitivity, underscoring the clinical practice of the risk model.

Our risk model included five genes: SKP2, SLC2A1, ETV4, SPP1, and RAC3. SKP2 is an F‐box protein that is a component of the cullin–RING ubiquitin ligase complex [28]. It has been reported that SKP2 facilitates the degradation of the cell cycle regulators P21, P27, and RASSF1A to promote the proliferation of HCC cells [29]. SLC2A1, which encodes the glucose transporter‐1, is highly expressed in HCC. SLC2A1 is reported to facilitate HCC tumorigenesis by increasing intracellular glucose levels, thereby triggering aberrant cellular metabolism [30]. ETV4 is a member of the ETS family [31] that can interact with YAP, resulting in enhanced YAP activation and intranuclear YAP accumulation. In addition, ETV4 promotes HCC growth by enhancing YAP/TEAD4‐mediated transcriptional activation [32]. SPP1 belongs to the SIBLING family and studies have revealed that SPP1 accelerates HCC progression by reinforcing MDA‐9‐induced macrophage migration and angiogenesis [33]. RAC3 encodes a small GTPase of the Rho family that modulates cytoskeletal reorganization [34]. RAC3 enhances proliferation and metastasis in bladder cancer cells by activating the JAK/STAT signaling pathway mediated by PYCR1 [35]. However, the function of RAC3 in HCC tumorigenesis and progression remains unclear.

RAC is associated with multiple cancers, in which context it is universally overexpressed or hyperactivated [36]. RAC1 is regarded as a necroptosis‐related gene that predicts the survival of patients with HCC [37]. RAC2 has been identified as a biomarker with a moderate mutation frequency in HCC [38]. We found RAC3 expression was most obviously increased in HCC among the RAC family. By analysis of the TCGA, ICGC, GEO, and CPTAC databases, we found that RAC3 was both transcriptionally and translationally upregulated significantly in patients with HCC compared to adjacent normal tissues. Moreover, our HCC tissue microarray analysis consistently demonstrated that RAC3 was up‐regulated in HCC and associated with the tumor size, tumor recurrence, and survival. In addition, elevated RAC3 was related to both worse OS and worse recurrence free survival. Several studies have demonstrated that RAC3 facilitates malignant tumor behaviors. For example, RAC3 is hypomethylated, thus inducing cell proliferation and invasion in endometrial cancer [39]. Moreover, it has also been reported that RAC3 inhibits apoptosis in colon cancer to influence chemotherapy sensitivity [40]. In this study, augmenting RAC3 expression fortified the proliferative, invasive, and resistance to apoptosis traits of HCC cells both in vitro and in vivo.

cAMP is a crucial second messenger that has key functions in cell signaling and controls numerous physiological and pathological processes. Adenylyl cyclases catalyze the generation of cAMP, which results in the conversion of ATP to cAMP. By contrast, phosphodiesterases (PDEs) are in charge of cAMP degradation [41]. The homeostasis in cAMP levels is critical for HCC progression. It was reported that high expression of NNMT, which consumed the universal methyl donor, S‐adenosylmethionine, contributed to decreased H3K4me3 modification and m6A modification, leading to reduced mRNA of target gene [42]. Elevated H3K4me3 served as a transcriptional active histone marker for PDE4B [43]. Increased m6A levels at the 3'UTR of PDE1C and PDE4B enhanced their mRNA stability, thus inhibiting cAMP signaling [44]. Hence, we hypothesized that RAC3 interacting with SOX6 transcriptionally regulated NNMT, which consumed universal methyl donor leading to decreased H3K4me3 modification or m6A modification of PDEs mRNA, and thus downregulated PDEs and inhibited cAMP degradation. Consequently, cAMP/MAPK/RAP1 signaling pathway is over‐activated due to accumulated cAMP. PKA, one of major targets of cAMP, promotes HCC invasion and metastasis [45]. PKA inhibitor H89 enhanced ferroptosis susceptibility in lung cancer cells [46]. cAMP binds to two regulatory subunits of the inactive PKA tetramer, leading to the phosphorylation of serine and threonine residues in substrate proteins, which involved in MAPK activation [41]. Considering the multiple physiological functions of cAMP, PKA might be the candidate target of NNMT in cancer therapy.

In essence, our study constructs a prognostic risk model for patients with HCC composed of five ARGs. We prove that the model has high sensitivity and specificity, providing a potent new instrument for the prognosis of HCC patients. More importantly, we identify RAC3 can inhibit apoptosis and promote proliferation and invasion, contributing to HCC progression, which provides novel insight into molecular mechanisms of HCC. Targeting RAC3 by small molecular compound, EHop‐016 shows potential efficiency for HCC therapy. There are still some limitations in our study: first, we will further collect and expand HCC cohorts to validate the reliability of the risk model; second, molecular mechanisms for NNMT‐mediated RAC3 activated pathways are not well established.

## 4 Materials and Methods

### 4.1 Tissue Microarray

A tissue microarray of human HCC samples (Cat. HLivH180Su15) was custom‐designed from Outdo Biotech Co., Ltd. (Shanghai, China). The research was conducted with the approval of the Ethical Committee of Shanghai Outdo Biotech Company, with the ethical approval number YB M‐05‐02. The information of patients, including age and gender, and follow‐up information, such as recurrence free survival and OS, were recorded.

### 4.2 Animal Studies

All animal procedures were authorized by the Animal Ethics Committee of the National Translational Science Center for Molecular Medicine, Fourth Military Medical University (2024‐NTSCMM‐ID001).

### 4.3 Statistical Analysis

The chi‐square test was performed to assess the association between categorical variables and clinical characteristics. Survival analysis in patients with HCC was conducted using the Kaplan–Meier method and log‐rank test. The ARGs signature's prognosis was assessed with univariate and multivariate Cox regression. Pearson's correlation was used for association analysis, and differences between groups were determined by Student's *t*‐test. A *p* value < 0.05 was considered statistically significant.

## Author Contributions

Writing original draft preparation and investigation: D. Wu and Y. Sun. Conceptualization and data curation: Z.K.L. Software and resources: C.H.G, R.Z.S., and M.L. Validation and methodology: R.Y.Z., H.L.W., and C.L. Visualization and formal analysis: Y. Shi, C.Z., Y.T.W., and D. Wei. Project administration: Z.N.C. Funding acquisition, writing‐reviewing, and editing and supervision: H.J.B. All the authors had read and approved the final version of the manuscript.

## Ethics Statement

The study of HCC tissue microarray was conducted with the approval of the Ethical Committee of Shanghai Outdo Biotech Company (YB M‐05‐02). All animal procedures were authorized by the Animal Ethics Committee of the National Translational Science Center for Molecular Medicine, Fourth Military Medical University (2024‐NTSCMM‐ID001).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Supporting Information

## Data Availability

RNA‐sequencing data have been uploaded to GEO (GSE273947). MS proteomics data are available via ProteomeXchange with identifier PXD057450. All codes for bioinformatics analysis was uploaded to Gitee.

# Supplementary material for: Integrated Analysis of the Anoikis‐Related Signature Identifies Rac Family Small GTPase 3 as a Novel Tumor‐Promoter Gene in Hepatocellular Carcinoma
**Source:** MedComm (2020). 2025 Mar 22;6(4):e70125. doi: 10.1002/mco2.70125
**Supplement:** Supplementary file 1 — Supporting Information

# **Integrated analysis of the anoikis-related signature identifies Rac family small GTPase 3 as a novel tumor-promoter gene in hepatocellular carcinoma**

Dong Wu<sup>1,2,\*</sup>, Ze-Kun Liu<sup>1,2,\*#</sup>, Ying Sun<sup>1,2,\*</sup>, Chu-Heng Gou<sup>1,2,3</sup>, Run-Ze Shang<sup>1,2</sup>, Meng Lu<sup>1,2</sup>, Ren-Yu Zhang<sup>1,2</sup>, Hao-Lin Wei<sup>1,2</sup>, Can Li<sup>1,2</sup>, Ying Shi<sup>1,2</sup>, Cong Zhang<sup>1,2</sup>, Yu-Tong Wang<sup>1,2</sup>, Ding Wei<sup>1,2</sup>, Zhi-Nan Chen<sup>1,2,#</sup>, Huijie Bian<sup>1,2,#</sup>

\* These authors contributed equally to this work.

**Running title: Anoikis-related gene RAC3 serves as a novel oncogene in HCC**

## **Supplemental Materials and Methods**

### **1 Transcriptome profiles of HCC tissues**

The HCC dataset cohorts in our study should meet the following three inclusion criteria: 1. Patients with HCC who have not received radiotherapy, chemotherapy or targeted therapy; 2. The prognosis time, survival status and clinical information of the patients are complete; 3. The sample size of the HCC dataset included in the study exceeded 100 cases, of which the number of patients who died or survived was more than 30. According to the inclusion criteria, we acquired transcriptomic profiles and corresponding clinical details of HCC from the Cancer Genome Atlas (TCGA) repository (encompassing 50 adjacent and 374 HCC tissues) and the International Cancer Genome Consortium (ICGC) repository (encompassing 202 adjacent and 243 HCC tissues). The clinical manifestations such as gender, tumor stage, age, histological grade and survival time were collected from the HCC patient cohort. In addition, we downloaded the HCC microarray expression datasets GSE22058 (encompassing 97 adjacent and 100 HCC tissues) and GSE14520 (encompassing 220 adjacent and 225 HCC tissues) from the Gene Expression Omnibus (GEO) repository.

### **2 Development of the ARG signature for HCC**

The flow chart of machine learning approach applied to the prognostic model analysis was depicted in Figure S10.

#### **2.1 Identification of ARGs and analysis of differentially expressed genes**

We conducted a search for genes associated with anoikis utilizing the GeneCards database. The number of ARGs identified, which met the criteria "Category: Protein

Coding" and "Relevance score > 0.4", amounted to 480. The analysis of differential expression was performed using R (version 4.2.1) with package "limma", and the differentially expressed genes were selected in accordance with the specified criteria: false discovery rate (FDR) < 0.05 and  $|\log_2 \text{fold change}| \geq 1.5$ . We used the "pheatmap" package in R for heatmap visualization.

## **2.2 Random grouping of the cohorts**

370 HCC specimens were paired with an identical number of patients, all of whom had comprehensive survival data at their disposal, which were retrieved from the TCGA\_LIHC. The entire cohort consisting of 370 patients was allocated into a training cohort (N = 222) and a testing cohort (N = 148) in a randomized manner to obtain the balanced clinical features. Random grouping of data was performed using the package "caret" in R. The approach of random grouping was described in our previous publication [1].

## **2.3 Establishment and verification of the ARG signature in HCC**

In the training cohort, we conducted univariate analysis to determine the prognostic value of ARGs and subsequently constructed an ARG signature for HCC through the integration of LASSO regression and multivariable analyses. The risk score was calculated using the formula:  $\text{risk score} = \sum (\beta_i \times \text{Exp}(\text{gene } i))$ , where  $\beta_i$  represented the coefficient for gene  $i$  and  $\text{Exp}(\text{gene } i)$  denoted the expression level of gene  $i$ , enabling the calculation of an individualized risk assessment for each HCC patient. The individuals were categorized into distinct prognostic groups of elevated and diminished risk score, with the demarcation threshold established by the median

risk score ascertained from the training cohort. Then, individualized risk scores were determined for each HCC patient within the testing cohort and across the entire cohort, employing a uniform threshold value. The methods of random grouping were described in our previous publication [1]. The approaches of survival analysis and receiver operating characteristic (ROC) analysis were described in our previous publication [1]. The ICGC\_LIRI and GSE14520 datasets were employed as additional sets to verify the prognostic value of the ARG model.

## **2.4 Unsupervised clustering analysis for HCC**

We conducted consensus clustering subtype analysis on HCC samples using the R packages "ConsensusClusterPlus" and "limma". The analysis of the associations between the identified clusters and survival outcomes was conducted, leveraging the capabilities of the R packages "survminer" and "survival".

## **2.5 Gene enrichment analysis**

GSEA software was employed to discern the significant pathways associated with ARGs. The specific gene set "c2.cp.kegg. symbols" was chosen further analysis.

## **2.6 Construction and calibration of the nomogram**

A prognostic nomogram was formulated, integrating ARG signature with clinical features (including gender, grade, age, and stage), by utilizing the R packages 'rms' and 'regplot'. This nomogram was devised to predict the 1-, 3-, and 5-year overall survival rates for patients with HCC. Subsequently, ROC and calibration assessment were conducted to ascertain the precision of the established nomogram. The methods used for constructing and calibrating the nomogram were described in our previous

publication [1].

## **2.7 Immune cell infiltration analysis**

We implemented a single-sample GSEA (ssGSEA) method to assess the immune functional enrichment and cell composition in the distinct prognostic subgroups of patient with HCC.

## **2.8 Prediction of immunotherapeutic response**

Drug sensitivity predictions for individual samples were determined by computing the IC<sub>50</sub> values through the application of the package pRRophetic in R [2].

## **3 Cell culture and transfection**

The cell line HCCLM3, which is derived from human HCC, was procured from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). HLE and Huh-7 cells were procured from the Japanese Collection of Research Bioresources (JCRB, Osaka, Japan). The siRNAs for RAC3 and nicotinamide N-methyltransferase (NNMT) were custom-designed and manufactured by GenePharma Co., Ltd. (Shanghai, China) and the specific nucleotide sequences of siRNAs are detailed in Table S6. Lentiviruses carrying RAC3 and sh-RAC3 were custom-made from Genechem Co., Ltd. (Shanghai, China) for constructing stable cell lines. The procedure used for cultures of cell lines and transiently transfected using Lipofectamine 2000 (Invitrogen, CA, USA) were described in our previous publication [3].

## **4 Immunohistochemistry**

The protocol of immunohistochemistry (IHC) was described in our previous publication [3]. The RAC3 primary antibody (Cat. ab129062) was purchased from Abcam (Cambridge, UK). The Ki67 primary antibody (Cat. 27309-1-AP) was obtained from Proteintech (Wuhan, China).

## **5 Cell proliferation, apoptosis and invasion assays**

The protocol used for cell proliferation, apoptosis and invasion were described in our previous publication [3].

## **6 Quantitative real-time PCR**

The protocol used for qRT-PCR was described in our previous publication [3]. The primers applied to qRT-PCR was described in Table S6.

## **7 Co-IP assay and western blotting**

The interaction of RAC3 and SOX6 in Huh-7 and MHCC97H cells was detected by a Co-immunoprecipitation (Co-IP) kit (Cat. 26149) purchased from Pierce (Rockford, IL, USA). The protocol for western blot was described in our previous publication [3]. Antibodies against the following proteins were used: Bcl-2 (Cat. 26593-1-AP), PCNA (Cat. 10205-2-AP), N-cadherin (Cat. 22018-1-AP), E-cadherin (Cat. 20874-1-AP), caspase-3 (Cat. 66470-2-Ig), NNMT (Cat. 15123-1-AP), RAP1B (Cat. 10840-1-AP), PRKACB (Cat. 12232-1-AP) and  $\alpha$ -tubulin (11224-1-AP), which were purchased from Proteintech (Wuhan, China) and the antibodies RAC3 (Cat. ab129062) and cleaved caspase-3 (Cat. ab32042) were purchased from Abcam (Cambridge, UK). The antibodies caspase 8 (Cat. 4790S), phospho-MAPK (Erk1/2; Thr202/Tyr204) (Cat. 4377T) and MAPK (Erk1/2) (Cat. 4695T) were obtained from

Cell Signaling Technology (MA, USA).

## 8 Animal studies

To detect the ability of RAC3 to promote the tumorigenicity of HCC cells,  $1 \times 10^6$  HCCLM3 or Huh-7 cells with stable overexpression or stable silencing of RAC3 were implanted subcutaneously into the flanks of 6-week-old male nude mice, which were sourced from SPF (Beijing) Biotechnology Co., Ltd. (Beijing, China).

To evaluate the ability of RAC3 to accelerate the metastasis of HCC cells *in vivo*,  $1 \times 10^6$  MHCC97H or HCCLM3 stably expressing firefly luciferase with RAC3 stable overexpression or silencing were injected via the tail vein of 6-week-old male NCG (NOD/ShiLtJGpt-*Prkdc*<sup>em26Cd52</sup>*Il2rg*<sup>em26Cd22</sup>/Gpt) mice, purchased from GemPharmatech Co., Ltd (Nanjing, China). Moreover, before sacrifice, the mice were intraperitoneally injected with D-luciferin potassium for *in vivo* imaging using the Carestream Molecular Imaging System following the manufacturer's instructions.

To assess the capability of RAC3/ NNMT in promoting hepatocarcinogenesis and examine the inhibitory effect of EHOp-016 (Cat. HY-12810), purchased from MCE company (NJ, USA),  $2 \times 10^6$  MHCC97H with stable expressing firefly luciferase and stable overexpression RAC3 or NNMT knockout were *in situ* injected into the liver of 6-week-old male nude mice. Two weeks after inoculation, the mice were then intraperitoneally injected with EHOp-016 (25 mg/kg), once every three days for a total of five times. Besides, the mice were intraperitoneally injected with D-luciferin potassium before and after treatment for *in vivo* imaging using the Carestream

Molecular Imaging System.

## **9 RNA sequencing analysis**

Three independent RNA samples from stable RAC3-overexpressing Huh-7 cells and their corresponding negative controls were subjected to sequencing by Gene Denovo Biotechnology Co. (Guangzhou, China). Genes with the fold of expression exceeded 1.5 or less than -1.5 with the *P*-value is less than 0.05 were considered as significantly differentially expressed.

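A fold change of 1.5 in either direction can be read on the linear or on the log2 scale. On the linear scale used here, it corresponds to a log2 fold change of 0.58 upwards or downwards. Read as a log2 fold change of 1.5, the threshold left 45 genes at the same unadjusted p-value, 17 higher and 28 lower with RAC3 overexpression. At a fold change of 2, 182 genes passed, 72 higher and 110 lower. A test of whether the fold change itself exceeds 1.5 (edgeR's glmTreat) gave 31 genes with an adjusted p-value below 0.05.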

## **10 Mass spectrometry analysis**

Proteins were harvested from Huh-7 cells that stably overexpress RAC3 and their negative controls using RIPA lysis buffer (Beyotime, product P0013B), enhanced with a protease inhibitor cocktail (Roche, code 04693159001, EDTA-free) and PMSF (Beyotime, ST505). The protein concentration was standardized to 1 mg/ml. Liquid chromatography tandem mass spectrometry (LC-MS/MS) was employed on an Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific). The mass spectrometer was set to perform MS/MS fragmentation on the top 20 most abundant ions for each full MS scan. Proteins were identified as differentially expressed when their expression level showed a fold change greater than 2 or less than -2, accompanied by a statistical significance of  $P < 0.01$ .

## **11 Chromatin immunoprecipitation (ChIP) assay**

A ChIP Kit (Cat. ab500, Abcam) was utilized to conduct the ChIP assay. In brief, the samples were fixed and then fragmented by ultrasound. The DNA fragments with

a length of 200 - 1000 bp were incubated together with beads and either 5 µg of IgG or SOX6 antibodies. Following the DNA purification of the samples, qRT - PCR reactions produced products from the promoter region of the SOX6 gene. Primers based on the predicted binding sites were employed: Target 1: F: 5'-GAGGGTCTCGGGATGTTTGG-3'; R: 5'-CATGTTTAAATTTAAACCATTC-3' and Target 2: F: 5'-CCCTACTCTGTCTCAAAGTG-3'; R: 5'-TGGTGGTAGGCACCTGCAGT-3'.

## **12 Dual-luciferase reporter assay**

The Dual-Luciferase Reporter Assay System (Cat. E1980), purchased from Promega (Shanghai, China) was used to detect the transcription of NNMT regulated by RAC3 and SOX6. 1 µg RAC3/SOX6 expression plasmid, 200 ng NNMT wildtype/ mutant luciferase reporter plasmid, and 10 ng pRL-TK were co-transfected into MHCC97H cells in a 12-well plate. After 24-hour transfection, cells were tested with Promega's Luciferase Assay System (Cat. E5310).

## **13 Detection of GTP-bound RAC3**

p21-activated kinase 1 (PAK1) is the substrate for detecting the enzymatic activity of RAC3 in its GTP-bound form, thus cell lysates were applied to a pull-down assay using GST-PAK1-PBD fusion and western blot was performed for the activated form of GTP-bound RAC3.

## **14 Molecular docking**

The binding site was predicted through downloading the protein structure of RAC3 (with PDB ID: 2C2H) from the Protein Data Bank and that of SOX6

(AlphaFold ID: AF - P35712 - F1) from the AlphaFold Protein Structure Database. The HDock Server was utilized to acquire the electrostatic and van der Waals interactions between the target and the subject. Python (Version 3.7.7) - PyMol (Version 2.4.0) was employed for docking graphical processing and intermolecular spatial distances (interactions were regarded as significant when the distances were less than 5 Å).

## References

- [1] Liu ZK, Wu KF, Zhang RY, et al. (2022). Pyroptosis-Related LncRNA Signature Predicts Prognosis and Is Associated With Immune Infiltration in Hepatocellular Carcinoma. *Front Oncol.* 12:794034, 10.3389/fonc.2022.794034.
- [2] Geleher P, Cox N, and Huang RS (2014). pRRophetic: an R package for prediction of clinical chemotherapeutic response from tumor gene expression levels. *PLoS One.* 9(9):e107468, 10.1371/journal.pone.0107468.
- [3] Liu ZK, Li C, Zhang RY, et al. (2021). EYA2 suppresses the progression of hepatocellular carcinoma via SOCS3-mediated blockade of JAK/STAT signaling. *Mol Cancer.* 20(1):79, 10.1186/s12943-021-01377-9.

Figure S2

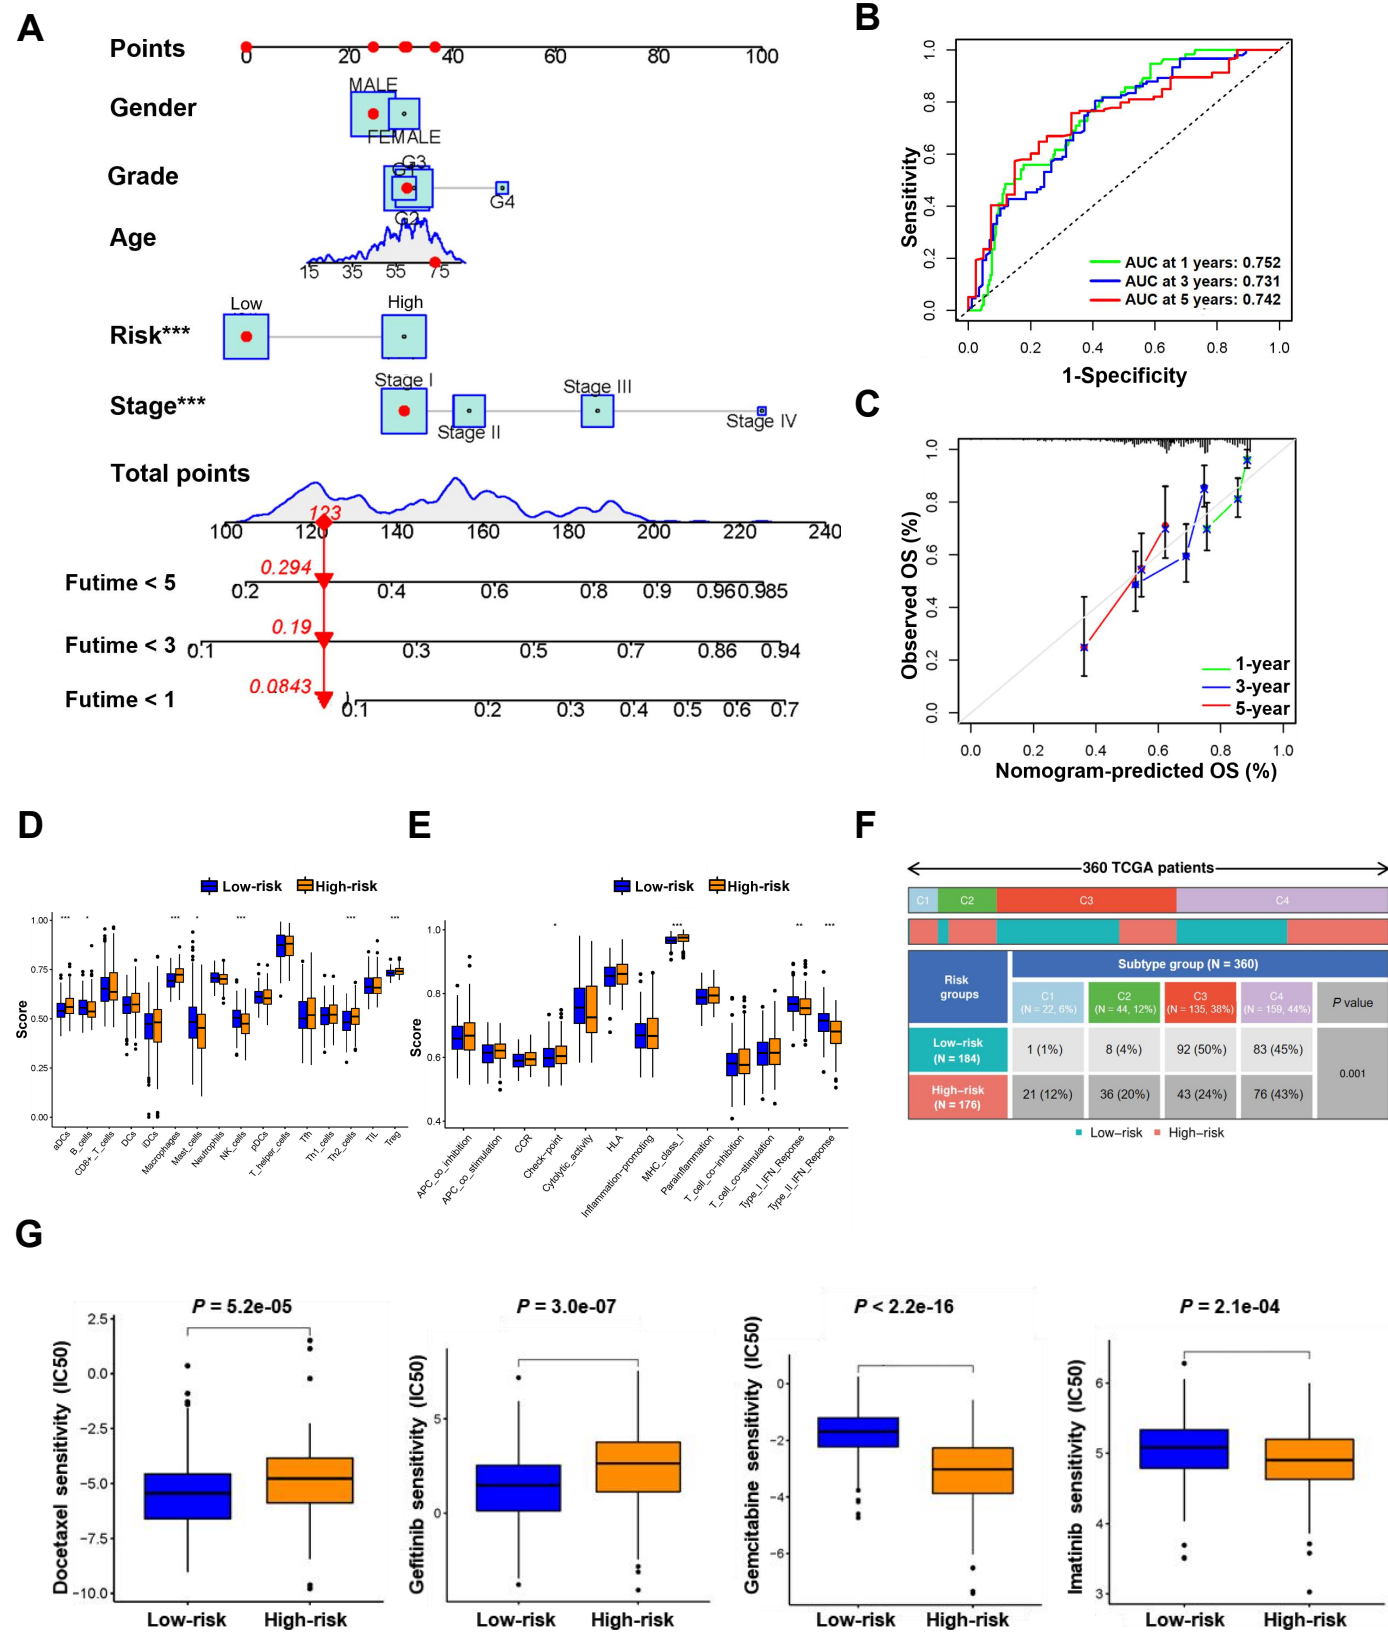

# Figure S3

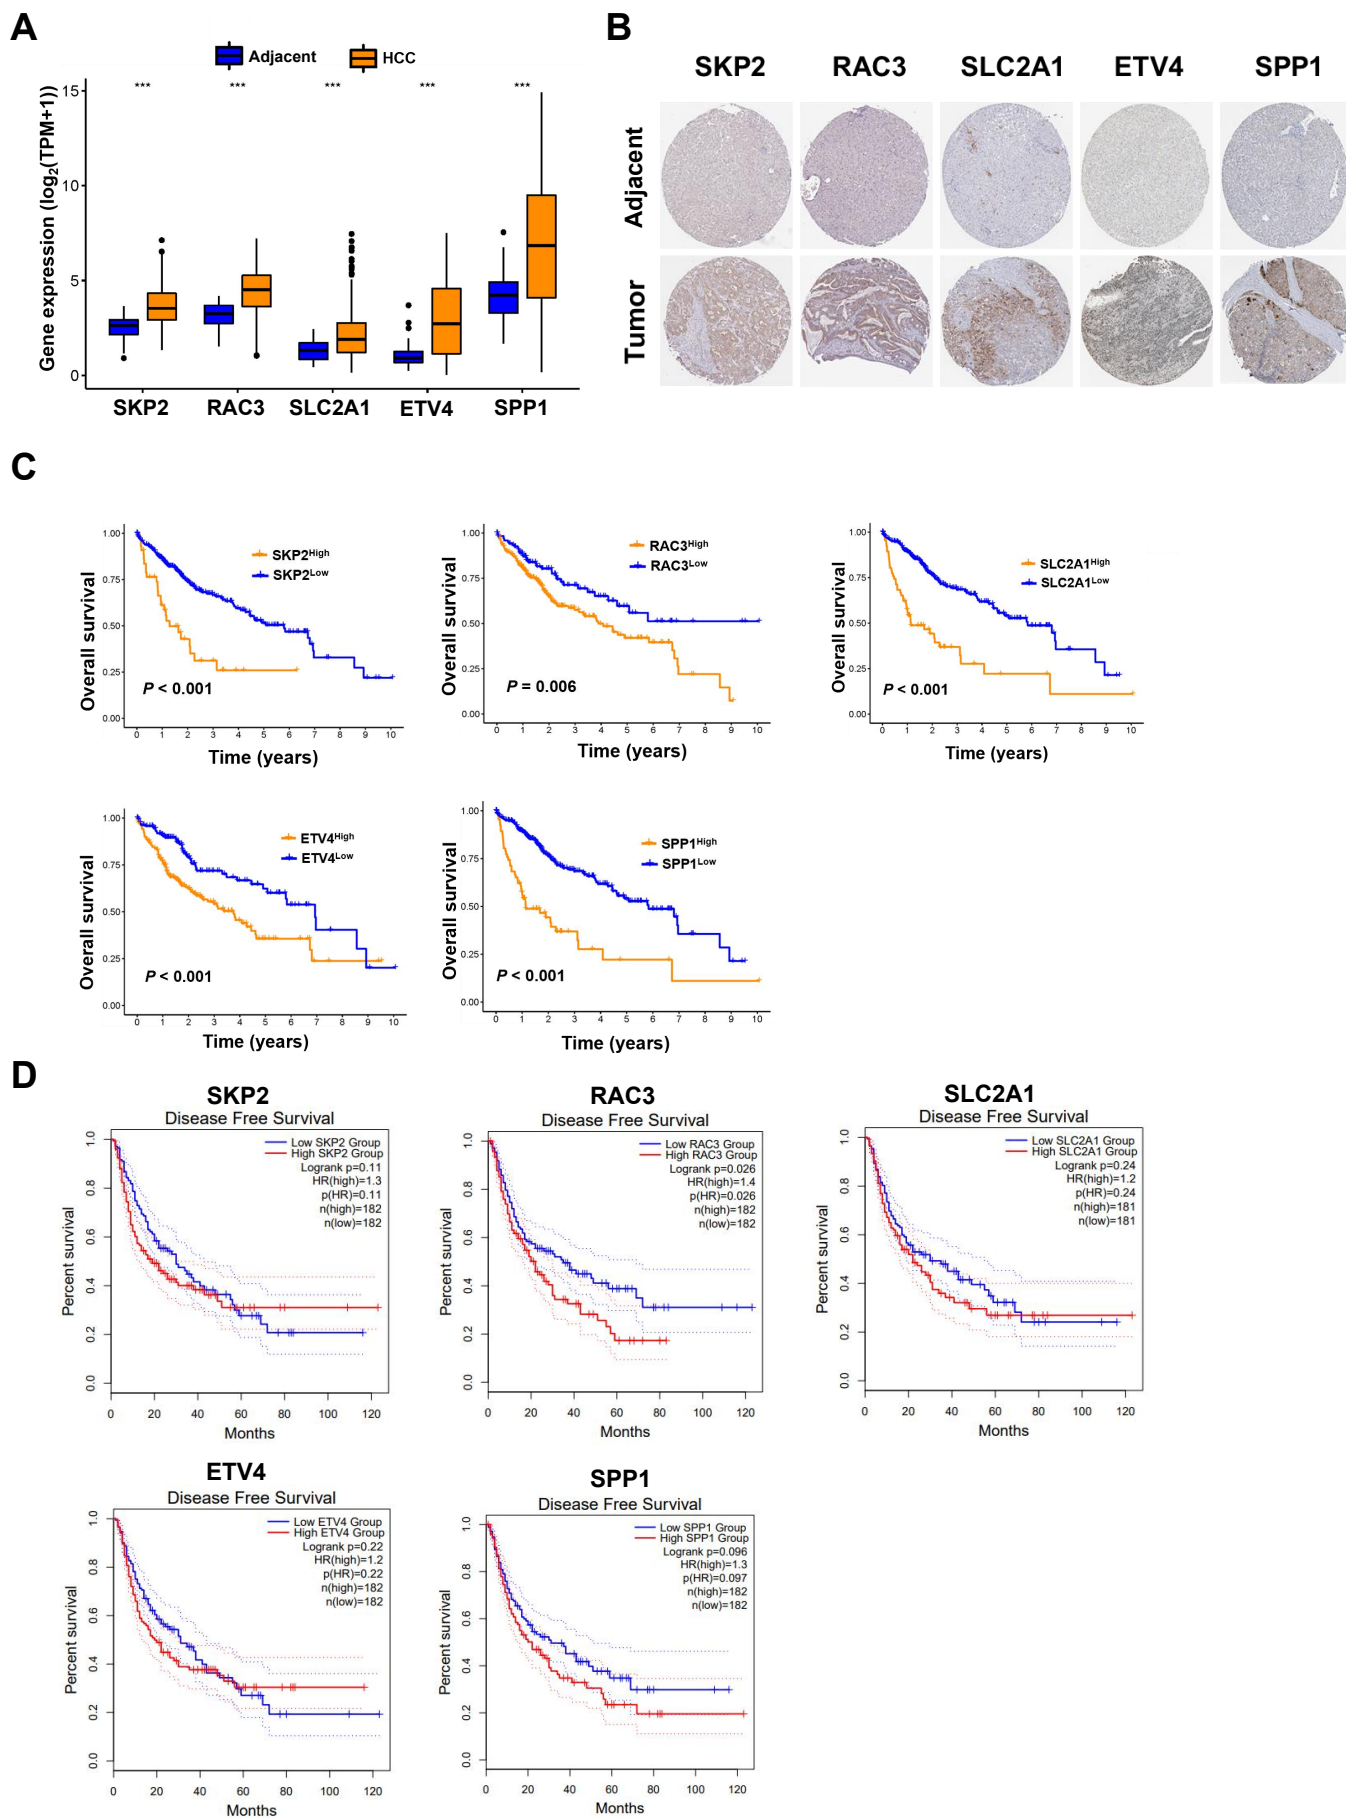

A

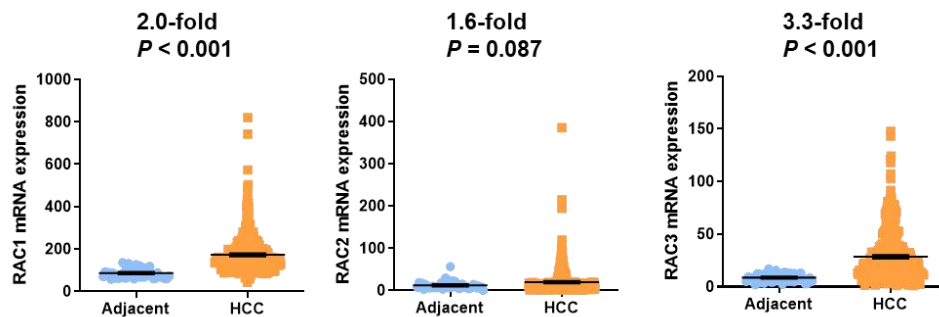

B

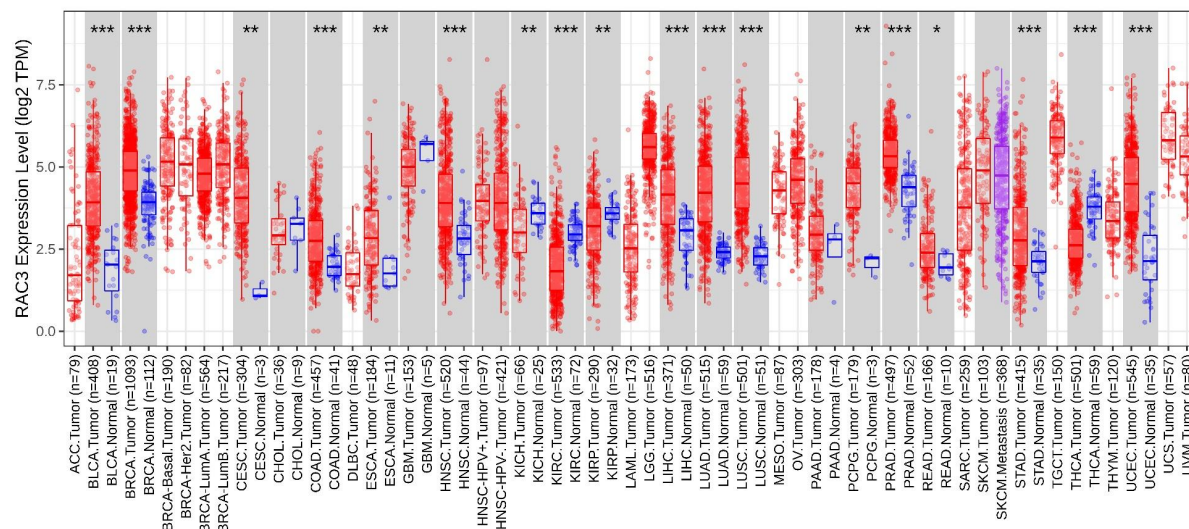

C

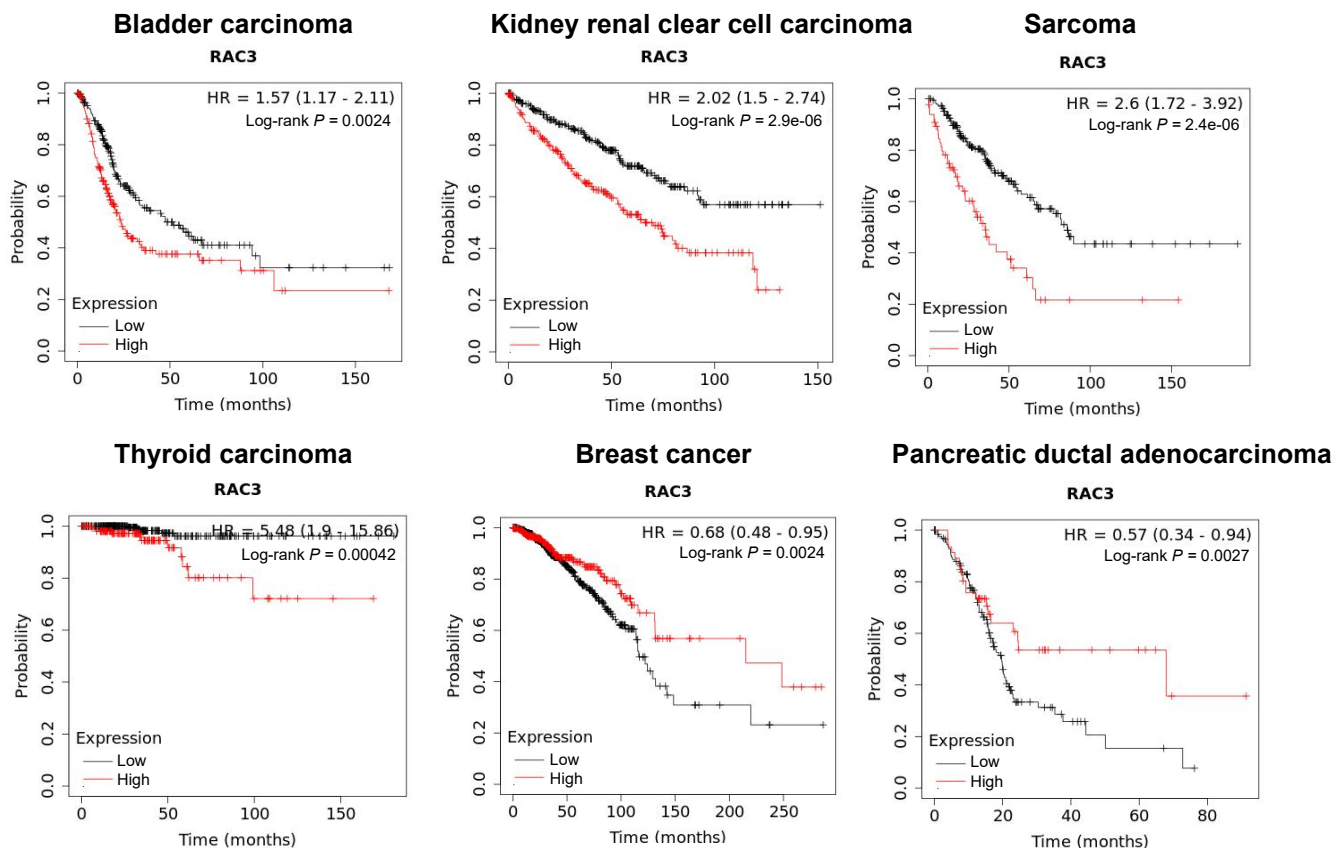

**Figure S5**

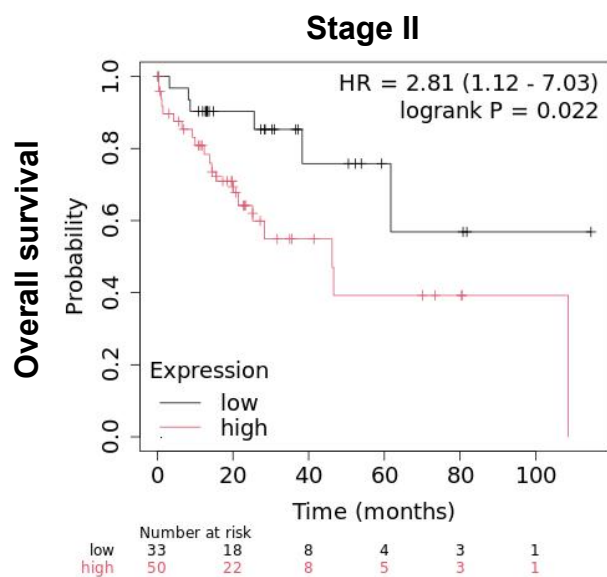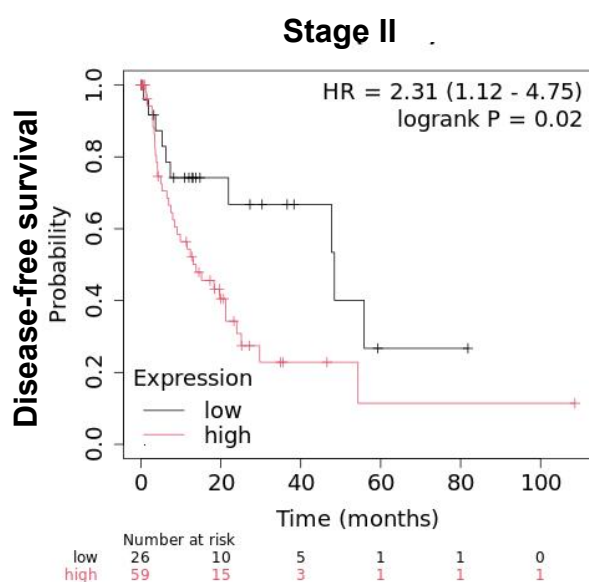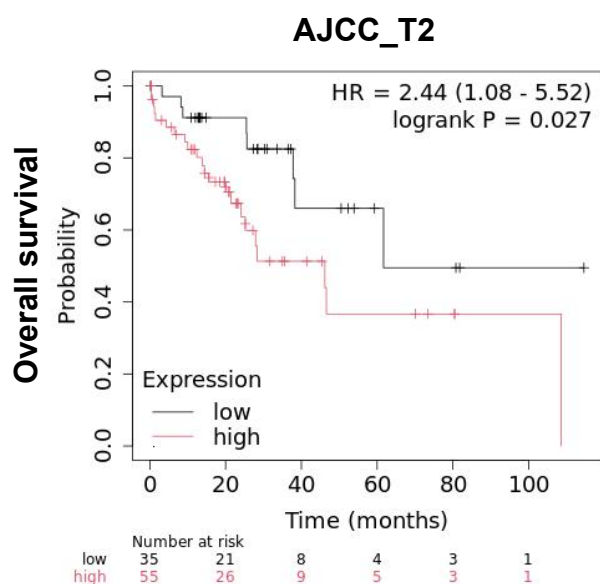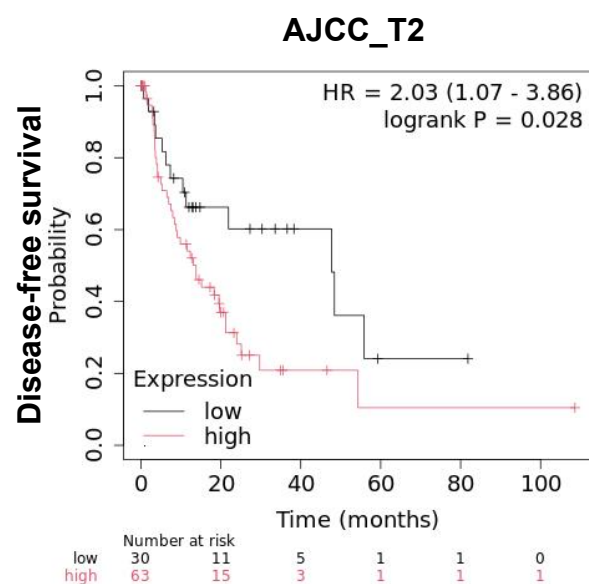

A

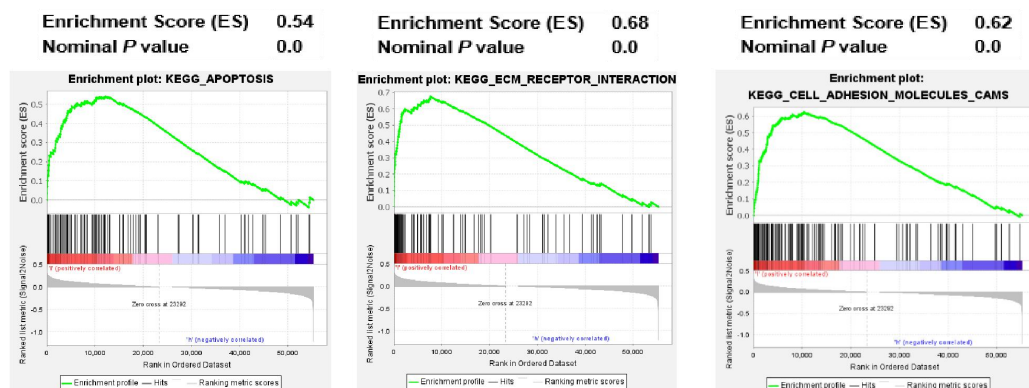

B

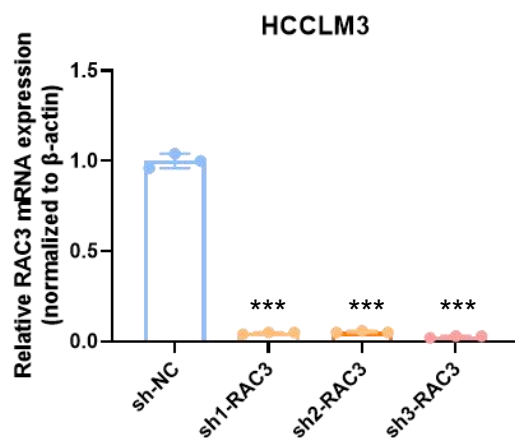

C

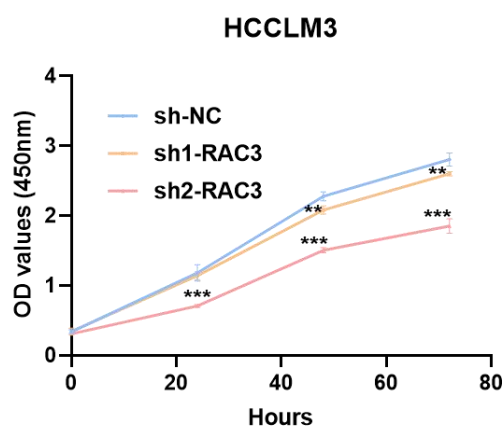

D

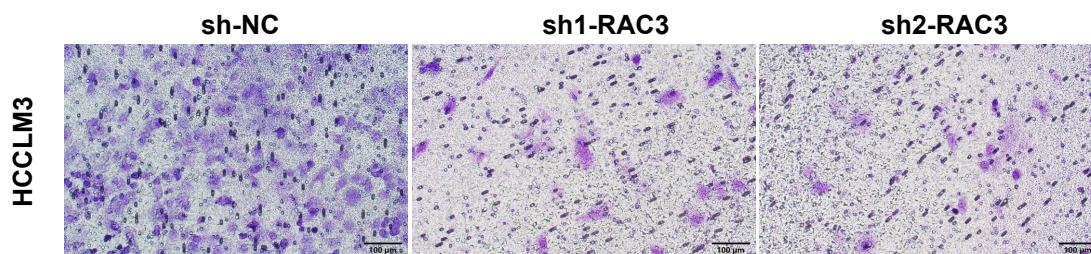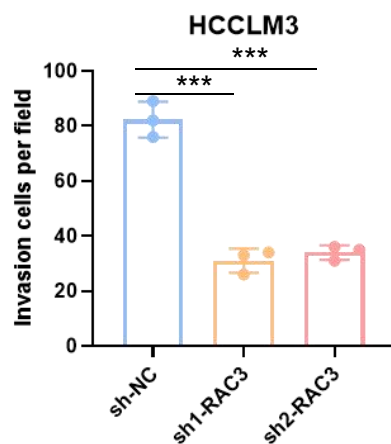

**Figure S7**

**A**

**Huh-7**

**H&E**

**RAC3**

**Ki67**

**NC**

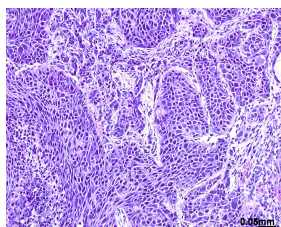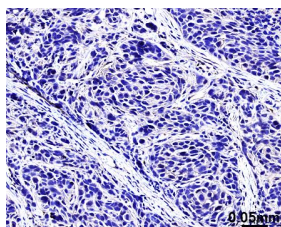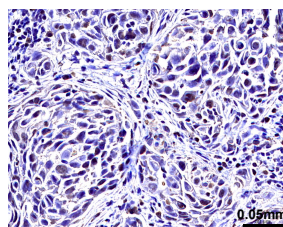

**RAC3**

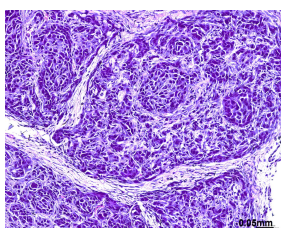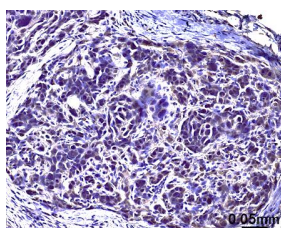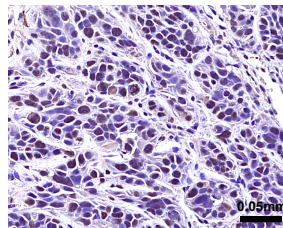

**shNC**

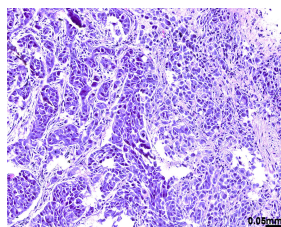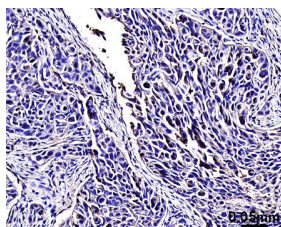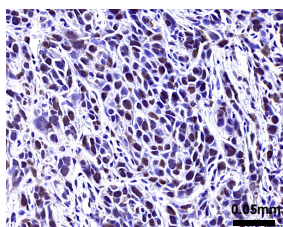

**sh1-RAC3**

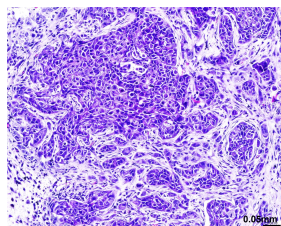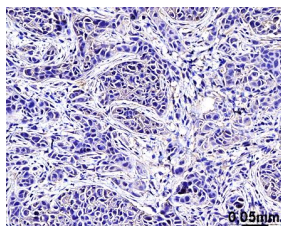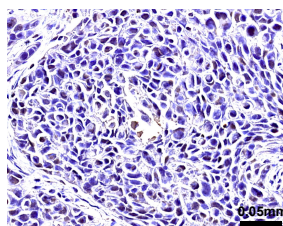

**HCCLM3**

**B**

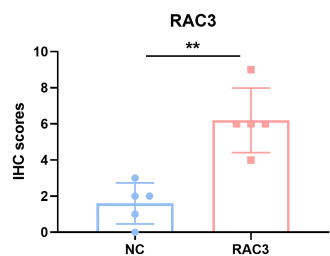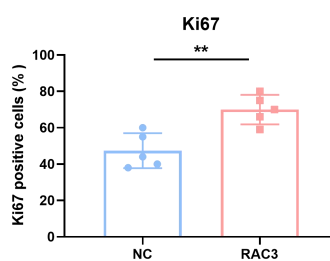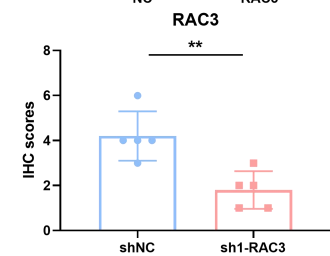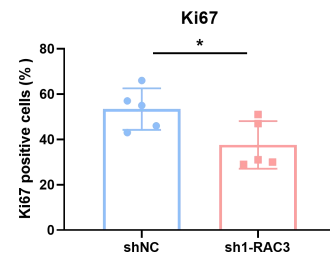

**Figure S8**

**A**

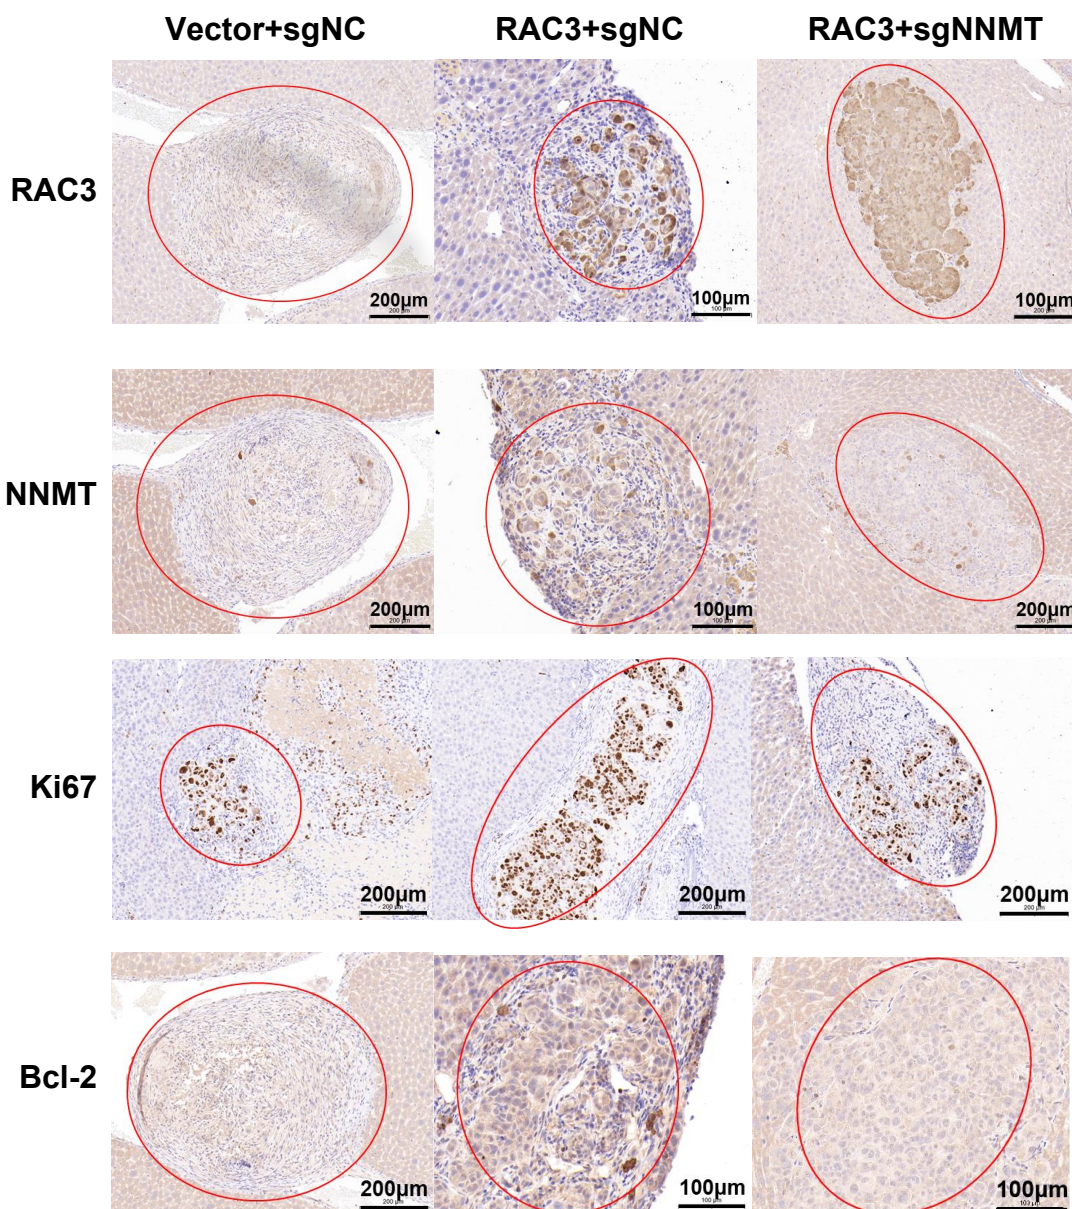

**B**

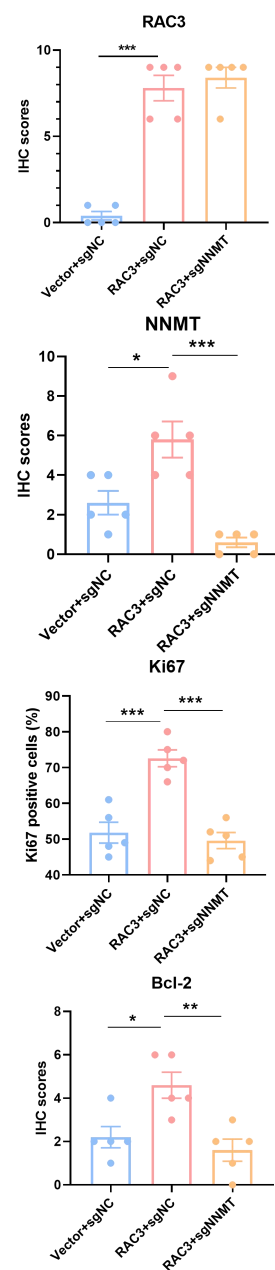

**C**

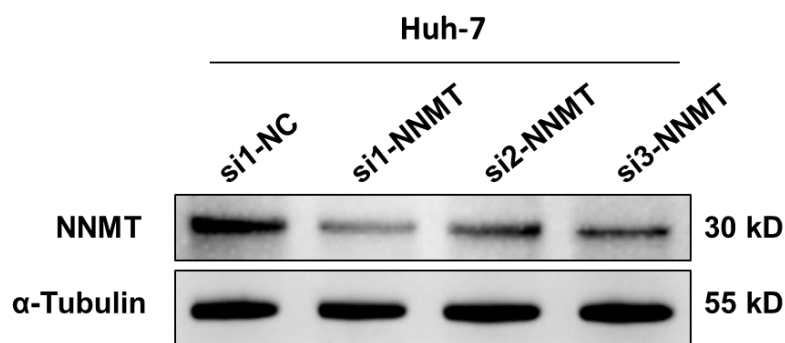

Figure S9

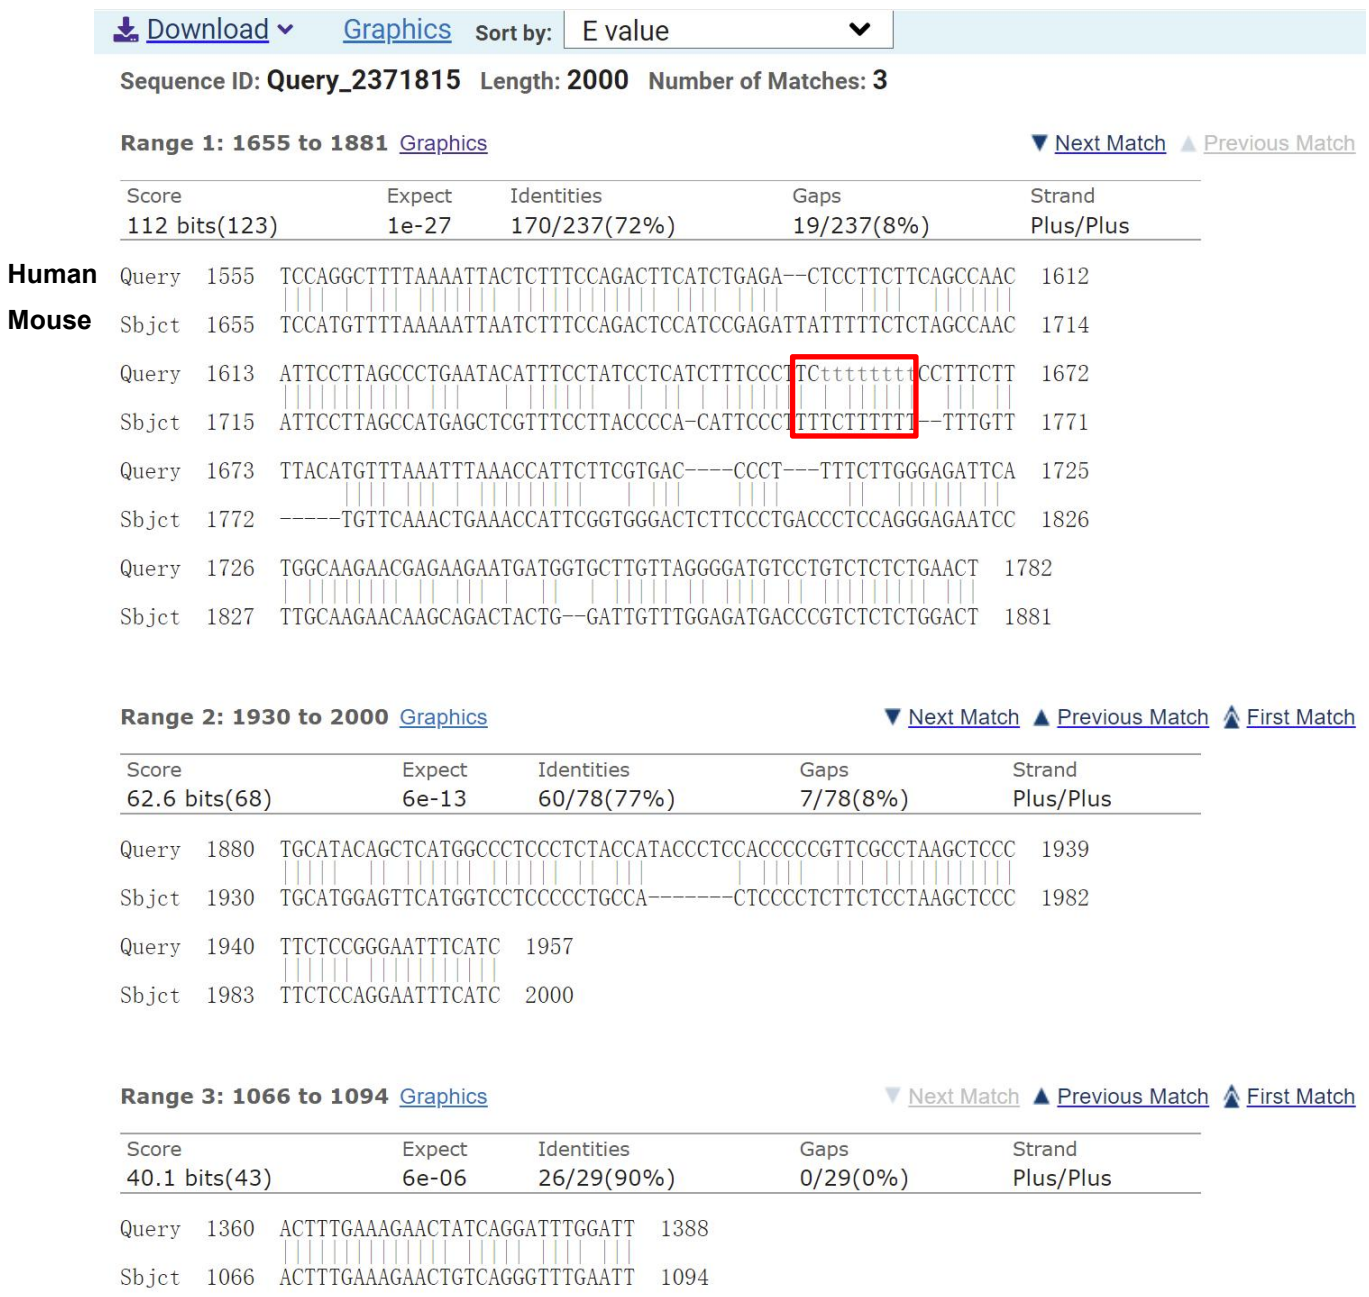

Figure S10

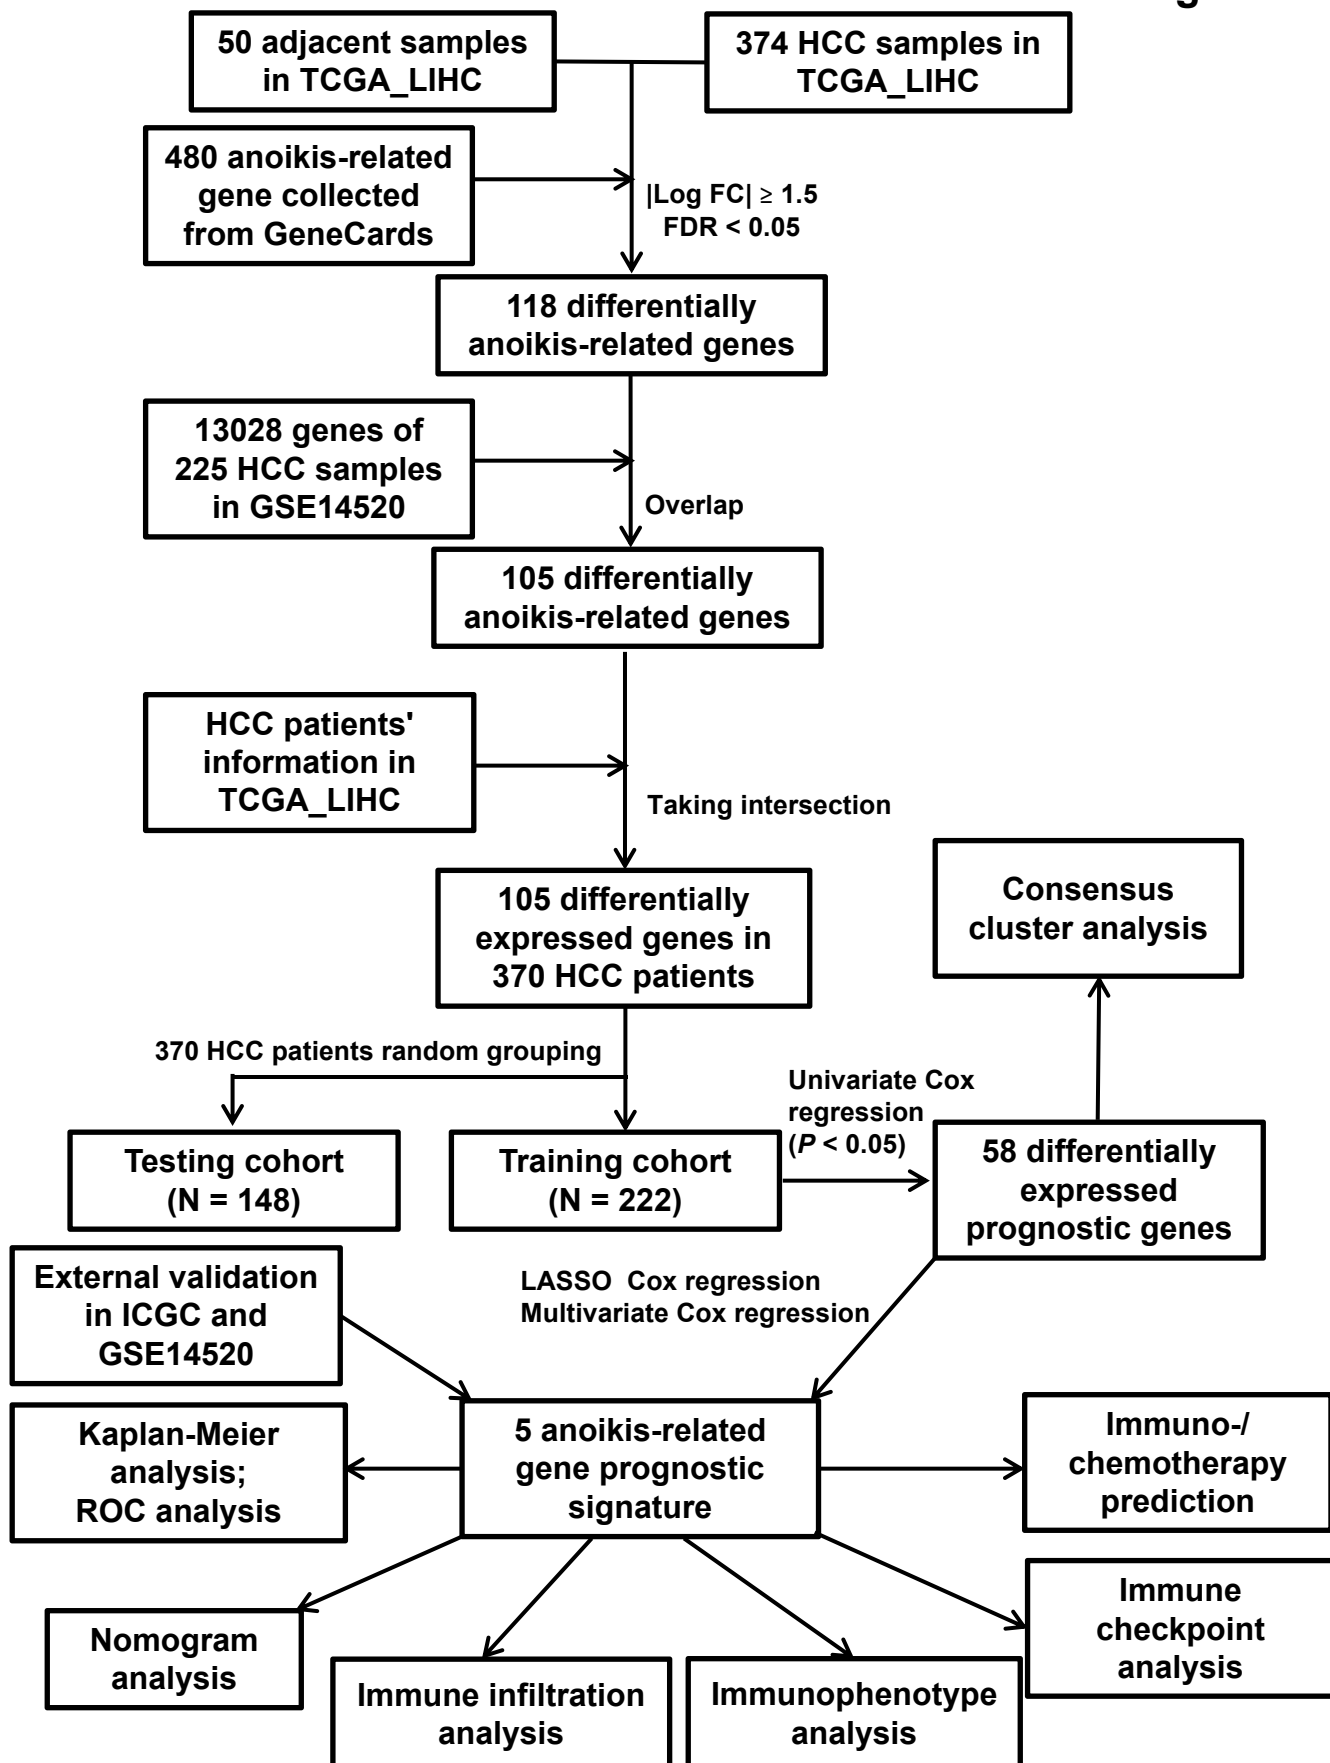

## Supplemental Figure Legends

### Figure S1 Consensus clustering in HCC.

(A) Consensus matrix for HCC patients with  $k = 2$ . (B) Overall survival analysis of clusters C1 and C2 within the TCGA\_LIHC cohort. (C) Transcriptional expression of 58 ARGs between clusters C1 and C2. (D) Top 15 up-regulated and 15 down-regulated DEGs between clusters C1 and C2. (E) KEGG analysis of DEGs. (F) GSEA of clusters C1 and C2 in TCGA\_LIHC. Cluster C1: low ARG expression, Cluster C2: high ARG expression.

### Figure S2 Nomogram and immune infiltration study.

(A) Nomograms for predicting the outcome of HCC patients, incorporating the ARG signature and clinicopathological factors based on TCGA\_LIHC. (B) ROC analysis for the nomogram's 1-, 3-, and 5-year survival predictions. (C) Calibration plot assessing the nomogram's accuracy for predicting 1-, 3-, and 5-year overall survival. Analysis of immune cell (D) and immune function (E) scores within high-risk ( $N = 176$ ) and low-risk ( $N = 184$ ) subgroups. (F) Correlation between immune subtype classifications and risk stratification. Four distinct immune subtypes are identified: wound healing (Immune C1), interferon- $\gamma$  dominant (Immune C2), inflammatory (Immune C3), and lymphocyte-depleted (Immune C4). (G) Comparative analysis of chemotherapy sensitivity in high-risk ( $N = 176$ ) and low-risk ( $N = 184$ ) patient groups.

\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S3 Expression and prognostic significance of the five ARGs in HCC.**

(A) The mRNA expression levels of the five ARGs (SKP2, RAC3, SLC2A1, ETV4 and SPP1) within TCGA\_LIHC cohort (Adjacent: N = 50, HCC: N = 374). (B) IHC staining of the five ARGs in HCC and adjacent normal tissues downloaded from the Human Protein Atlas. (C) Kaplan–Meier survival analysis comparing high versus low expression of the five ARGs in HCC patients. (D) Disease free survival analysis for patients with high or low expression of the five ARGs by GEPIA. \*\*\* $P < 0.001$ .

**Figure S4 Expression and prognostic implications of RAC3 in pan-cancer.**

(A) The mRNA expression of RAC1, RAC2 and RAC3 in TCGA\_LIHC database (Adjacent: N = 50, HCC: N = 374). (B) The mRNA expression of RAC3 across cancers analyzed by TIMER. (C) Overall survival analysis for patients with high versus low RAC3 expression across six cancer types analyzed by Kaplan–Meier Plotter. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . (A) Mean  $\pm$  SEM, Student's t test.

**Figure S5 Correlation of RAC3 mRNA expression and prognosis in HCC with Stage II and AJCC\_T2 by Kaplan-Meier Plotter.**

**Figure S6 Stable knockdown of RAC3 inhibits malignant phenotypes in HCC cells.**

(A) GSEA showing the enrichment of genes related to apoptosis, ECM receptor interactions and cell adhesion molecules in HCC patients with high RAC3 expression

in the TCGA\_LIHC dataset. The effect of siRNA knockdown of RAC3 and stable overexpression of RAC3 on the proliferation (B) qRT-PCR analysis of the expression of RAC3 in stable RAC3-knockdown HCCLM3 cells. The impact of stable RAC3 knockdown on the proliferation (C) and invasion (D) capabilities of HCC cells.  $**P < 0.01$ ,  $***P < 0.001$ . Data represent mean  $\pm$  SEM collected from three independent experiments.

**Figure S7 RAC3 accelerates HCC tumorigenesis.**

(A) Hematoxylin-eosin (H&E) staining and IHC analysis of the expression of RAC3 and Ki67 in xenograft tumors derived from human HCC cells (N = 5). (B) IHC scores associated with RAC3 and Ki67 expression (N = 5).  $*P < 0.05$ ,  $**P < 0.01$ . Data represent mean  $\pm$  SEM collected from three independent experiments.

**Figure S8 RAC3 promotes orthotopic HCC proliferation mediated by NNMT. (A)**

IHC analysis of the expression of RAC3, NNMT, Ki67 and Bcl-2 in orthotopic liver tumors derived from MHCC97H cells (N = 5). (B) IHC scores associated with RAC3, NNMT, Ki67 and Bcl-2 expression (N = 5). (C) Western blot analysis to assess the knockdown efficiency of three siRNAs of NNMT.  $*P < 0.05$ ,  $**P < 0.01$ .  $***P < 0.001$ . Data represent mean  $\pm$  SEM collected from three independent experiments.

**Figure S9 DNA sequence alignment of human and mouse NNMT promoter region (2000bp) via NCBI blast.**

**Figure S10 Flowchart of the research program.**

**Supplemental Table S1 The clinical features of patients with HCC in testing and training cohorts**

| <b>Covariates</b>  | <b>Testing<br/>(N = 148)</b> | <b>Train<br/>(N = 222)</b> | <b><i>P</i> value</b> |
|--------------------|------------------------------|----------------------------|-----------------------|
| <b>Age (years)</b> |                              |                            | 0.5535                |
| ≤ 65               | 96 (64.86%)                  | 136 (61.26%)               |                       |
| > 65               | 52 (35.14%)                  | 86 (38.74%)                |                       |
| <b>Gender</b>      |                              |                            | 0.8387                |
| Female             | 47 (31.76%)                  | 74 (33.33%)                |                       |
| Male               | 101 (68.24%)                 | 148 (66.67%)               |                       |
| <b>Tumor grade</b> |                              |                            | 0.7994                |
| G1                 | 23 (15.54%)                  | 32 (14.41%)                |                       |
| G2                 | 72 (48.65%)                  | 105 (47.30%)               |                       |
| G3                 | 45 (30.41%)                  | 76 (34.23%)                |                       |
| G4                 | 6 (4.05%)                    | 6 (2.70%)                  |                       |
| Unknow             | 2 (1.35%)                    | 3 (1.35%)                  |                       |
| <b>Stage</b>       |                              |                            | 0.9733                |
| Stage I            | 68 (45.95%)                  | 103 (46.40%)               |                       |
| Stage II           | 32 (21.62%)                  | 53 (23.87%)                |                       |
| Stage III          | 35 (23.65%)                  | 50 (22.52%)                |                       |
| Stage IV           | 2 (1.35%)                    | 3 (1.35%)                  |                       |
| Unknow             | 11 (7.43%)                   | 13 (5.86%)                 |                       |

The 370 patients with HCC in TCGA\_LIHC dataset were randomly divided into testing cohort and training cohort. Tumor grade is categorized as G1: well differentiated, G2: moderately differentiated, G3: poorly differentiated and G4: undifferentiated. Stage refers to the criteria from the American Joint Committee on Cancer (AJCC). *P* value is estimated by  $\chi^2$  test.

**Supplemental Table S2. Correlation of RAC3 mRNA expression and prognosis in HCC with different clinicopathological factors by Kaplan-Meier Plotter.**

| Clinicopathological factors | Overall survival |                  |              | Progression-free survival |                  |              |
|-----------------------------|------------------|------------------|--------------|---------------------------|------------------|--------------|
|                             | N                | Hazard ratio     | P value      | N                         | Hazard ratio     | P value      |
| <b>Gender</b>               |                  |                  |              |                           |                  |              |
| Female                      | 118              | 1.52 (0.87-2.65) | 0.13         | 120                       | 1.23 (0.73-2.04) | 0.43         |
| Male                        | 246              | 1.74 (0.99-3.07) | 0.051        | 246                       | 1.59 (1.07-2.23) | <b>0.02</b>  |
| <b>Stage</b>                |                  |                  |              |                           |                  |              |
| I                           | 170              | 1.45 (0.77-2.74) | 0.25         | 170                       | 0.59 (0.31-1.11) | 0.099        |
| II                          | 83               | 2.81 (1.12-7.03) | <b>0.022</b> | 84                        | 2.31 (1.12-4.75) | <b>0.02</b>  |
| I+II                        | 253              | 1.74 (1.05-2.88) | <b>0.029</b> | 254                       | 1.43 (0.97-2.11) | 0.066        |
| III                         | 83               | 0.71 (0.39-1.29) | 0.26         | 83                        | 1.58 (0.91-2.73) | 0.1          |
| IV                          | 4                | -                | -            | 5                         | -                | -            |
| III+IV                      | 87               | 0.74 (0.41-1.32) | 0.31         | 88                        | 1.49 (0.88-2.54) | 0.14         |
| <b>Grade</b>                |                  |                  |              |                           |                  |              |
| G1                          | 55               | 0.55 (0.2-1.47)  | 0.23         | 55                        | 2.17 (0.96-4.91) | 0.056        |
| G2                          | 174              | 1.53 (0.89-2.62) | 0.12         | 175                       | 1.62 (1.03-2.54) | <b>0.035</b> |
| G3                          | 118              | 3.11 (1.22-7.92) | <b>0.012</b> | 119                       | 1.7 (0.92-3.14)  | 0.085        |
| G4                          | 12               | -                | -            | 12                        | -                | -            |
| <b>AJCC_T</b>               |                  |                  |              |                           |                  |              |
| 1                           | 180              | 1.52 (0.83-2.8)  | 0.17         | 180                       | 0.69 (0.38-1.24) | 0.21         |
| 2                           | 90               | 2.44 (1.08-5.52) | <b>0.027</b> | 92                        | 2.03 (1.07-3.86) | <b>0.028</b> |
| 3                           | 78               | 0.68 (0.37-1.25) | 0.21         | 78                        | 1.67 (0.95-2.95) | 0.073        |
| 4                           | 13               | -                | -            | 13                        | -                | -            |

**Vascular invasion**

|      |     |                  |              |     |                  |       |
|------|-----|------------------|--------------|-----|------------------|-------|
| Yes  | 90  | 0.67 (0.31-1.45) | 0.3          | 91  | 1.67 (0.94-2.98) | 0.076 |
| None | 203 | 0.45 (0.22-0.91) | <b>0.024</b> | 204 | 0.67 (0.39-1.13) | 0.13  |

**Race**

|       |     |                  |      |     |                  |               |
|-------|-----|------------------|------|-----|------------------|---------------|
| White | 181 | 1.43 (0.91-2.26) | 0.12 | 183 | 0.72 (0.47-1.12) | 0.14          |
| Asian | 155 | 1.62 (0.75-3.49) | 0.21 | 155 | 1.99 (1.23-3.24) | <b>0.0044</b> |

**Alcohol consumption**

|      |     |                  |              |     |                  |              |
|------|-----|------------------|--------------|-----|------------------|--------------|
| Yes  | 115 | 2.24 (1.06-4.74) | <b>0.031</b> | 115 | 2.09 (1.15-3.83) | <b>0.014</b> |
| None | 202 | 1.6 (0.89-2.88)  | 0.11         | 204 | 1.13 (0.92-2.06) | 0.12         |

**Virus hepatitis**

|      |     |                  |       |     |                  |       |
|------|-----|------------------|-------|-----|------------------|-------|
| Yes  | 150 | 1.55 (0.73-3.3)  | 0.25  | 152 | 1.45 (0.91-2.3)  | 0.12  |
| None | 167 | 1.51 (0.96-2.38) | 0.075 | 167 | 1.48 (0.93-2.35) | 0.099 |

Tumor grade is categorized as G1:well differentiated, G2:moderately differentiated, G3:poorly differentiated and G4:undifferentiated. Stage refers to the criteria from the American Joint Committee on Cancer(AJCC). *P* value is estimated by log-rank test.

**Supplemental Table S3. Univariate analysis of clinicopathological factors for overall survival in patients with HCC**

| Clinicopathological features     | HR (95% CI) <sup>a</sup> | <i>P</i> value |
|----------------------------------|--------------------------|----------------|
| Age ( ≤ 60/> 60 years old)       | 0.848 (0.379-1.898)      | 0.688          |
| Gender (male/female)             | 1.875 (0.447-7.862)      | 0.39           |
| Tumor size (≥ 3 cm/< 3 cm)       | 5.865 (1.399-24.598)     | <b>0.016</b>   |
| Tumor number (1/> 1)             | 1.874 (0.765-4.590)      | 0.169          |
| Tumor grade                      | 1.544 (1.051-2.267)      | <b>0.027</b>   |
| Tumor capsule integrity (yes/no) | 2.177 (1.017-4.662)      | <b>0.045</b>   |
| TNM stage                        | 2.245 (1.257-4.011)      | <b>0.006</b>   |
| HBsAg (positive/negative)        | 0.932 (0.396-2.194)      | 0.873          |
| AFP (≥ 25 μg/L/< 25 μg/L)        | 1.440 (0.685-3.029)      | 0.336          |
| RAC3 expression (high/low)       | 4.013 (1.538-10.466)     | <b>0.005</b>   |

HR, hazard ratio; CI, confidence interval.

## Supplemental Table S4. Multivariate analysis of clinicopathological factors for overall survival in patients with HCC

| Clinicopathological features        | HR (95% CI)          | P value      |
|-------------------------------------|----------------------|--------------|
| Tumor size ( $\geq 3$ cm/ $< 3$ cm) | 4.659 (1.046-20.763) | <b>0.044</b> |
| Tumor grade (I-II/II/II-III/III)    | 1.114 (0.724-1.714)  | 0.625        |
| Tumor capsule integrity (yes/no)    | 2.339 (1.024-5.340)  | <b>0.044</b> |
| TNM stage (I, II, III)              | 1.552 (0.795-3.032)  | 0.198        |
| RAC3 expression (high/low)          | 2.752 (1.026-7.376)  | <b>0.044</b> |

HR, hazard ratio; CI, confidence interval.

## Supplemental Table S5. Interactive proteins with RAC3 identified by Co-IP/ MS

| Accession | Description                                                                                                     |
|-----------|-----------------------------------------------------------------------------------------------------------------|
| Q9UJX6    | Anaphase-promoting complex subunit 2 OS=Homo sapiens OX=9606 GN=ANAPC2 PE=1 SV=1                                |
| Q9BYZ6    | Rho-related BTB domain-containing protein 2 OS=Homo sapiens OX=9606 GN=RHOBTB2 PE=1 SV=2                        |
| Q8N4E4    | Phosducin-like protein 2 OS=Homo sapiens OX=9606 GN=PDCL2 PE=1 SV=2                                             |
| P30740    | Leukocyte elastase inhibitor OS=Homo sapiens OX=9606 GN=SERPINB1 PE=1 SV=1                                      |
| Q9NU22    | Midasin OS=Homo sapiens OX=9606 GN=MDN1 PE=1 SV=2                                                               |
| P35712    | Transcription factor SOX-6 OS=Homo sapiens OX=9606 GN=SOX6 PE=1 SV=3                                            |
| Q86UZ6    | Zinc finger and BTB domain-containing protein 46 OS=Homo sapiens OX=9606 GN=ZBTB46 PE=1 SV=2                    |
| P50452    | Serpin B8 OS=Homo sapiens OX=9606 GN=SERPINB8 PE=1 SV=2                                                         |
| Q8TE60    | A disintegrin and metalloproteinase with thrombospondin motifs 18 OS=Homo sapiens OX=9606 GN=ADAMTS18 PE=1 SV=3 |
| Q9UHK6    | Alpha-methylacyl-CoA racemase OS=Homo sapiens OX=9606 GN=AMACR PE=1 SV=2                                        |
| Q13129    | Zinc finger protein Rlf OS=Homo sapiens OX=9606 GN=RLF PE=1 SV=2                                                |
| Q13948    | Protein CASP OS=Homo sapiens OX=9606 GN=CUX1 PE=1 SV=2                                                          |
| O60293    | Zinc finger C3H1 domain-containing protein OS=Homo sapiens OX=9606 GN=ZFC3H1 PE=1 SV=3                          |
| Q8WYL5    | Protein phosphatase Slingshot homolog 1 OS=Homo sapiens OX=9606 GN=SSH1 PE=1 SV=2                               |
| Q7Z5A9    | Chemokine-like protein TFAA-1 OS=Homo sapiens OX=9606 GN=TFAA1 PE=1 SV=1                                        |
| Q6N022    | Teneurin-4 OS=Homo sapiens OX=9606 GN=TENM4 PE=1 SV=2                                                           |
| P20591    | Interferon-induced GTP-binding protein Mx1 OS=Homo sapiens OX=9606 GN=MX1 PE=1 SV=4                             |
| Q68DK7    | Male-specific lethal 1 homolog OS=Homo sapiens OX=9606 GN=MSL1 PE=1 SV=3                                        |
| Q9NQ66    | 1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase beta-1 OS=Homo sapiens OX=9606 GN=PLCB1 PE=1 SV=1     |
| Q14764    | Major vault protein OS=Homo sapiens OX=9606 GN=MVP PE=1 SV=4                                                    |
| Q2NL82    | Pre-rRNA-processing protein TSR1 homolog OS=Homo sapiens OX=9606 GN=TSR1 PE=1 SV=1                              |
| Q8NFB8    | RalBP1-associated Eps domain-containing protein 2 OS=Homo sapiens OX=9606 GN=REPS2 PE=1 SV=2                    |
| Q9NP74    | Palmdelphin OS=Homo sapiens OX=9606 GN=PALMD PE=1 SV=1                                                          |
| P04003    | C4b-binding protein alpha chain OS=Homo sapiens OX=9606 GN=C4BPA PE=1 SV=2                                      |
| O14531    | Dihydropyrimidinase-related protein 4 OS=Homo sapiens OX=9606 GN=DPYSL4 PE=1 SV=2                               |
| Q9BRX8    | Peroxisedoxin-like 2A OS=Homo sapiens OX=9606 GN=PRXL2A PE=1 SV=3                                               |
| Q9UPP2    | IQ motif and SEC7 domain-containing protein 3 OS=Homo sapiens OX=9606 GN=IQSEC3 PE=2 SV=3                       |
| P55895    | V(D)J recombination-activating protein 2 OS=Homo sapiens OX=9606 GN=RAG2 PE=1 SV=1                              |
| P41134    | DNA-binding protein inhibitor ID-1 OS=Homo sapiens OX=9606 GN=ID1 PE=1 SV=3                                     |

**Supplemental Table S6. Primer sequences**

|                         | <b>Primers</b>     | <b>Sequences</b>                  |
|-------------------------|--------------------|-----------------------------------|
| siRNAs for transfection | snc RNA-sense      | 5'-UUCUCCGAACGUGUCACGUTT-3'       |
|                         | snc RNA-antisense  | 5'-ACGUGACACGUUCGGAGAATT-3'       |
|                         | si1-RAC3-sense     | 5'-CCAAACUGACGUCUUUCUTT-3'        |
|                         | si1-RAC3-antisense | 5'-AGAAAGACGUCAGUUUGGGTT-3'       |
|                         | si2-RAC3-sense     | 5'-CAAGGACACCAUUGAGCGGTT-3'       |
|                         | si2-RAC3-antisense | 5'-CCGCUCA AUGGUGUCCUUGTT-3'      |
|                         | si1-NNMT-sense     | 5'-CUAUGUGUGUGAUCUUGAA(dT)(dT)-3' |
|                         | si1-NNMT-antisense | 5'-UUCAAGAUCACACACAUAG(dT)(dT)-3' |
|                         | si2-NNMT-sense     | 5'-CGCUCAAGAGCAGCUACUA(dT)(dT)-3' |
|                         | si2-NNMT-antisense | 5'-UAGUAGCUGCUCUUGAGCG(dT)(dT)-3' |
|                         | si3-NNMT-sense     | 5'-GCUCCUCUCUGCUUGUGAA(dT)(dT)-3' |
|                         | si3-NNMT-antisense | 5'-UUCACAAGCAGAGAGGAGC(dT)(dT)-3' |
|                         | RAC3-F             | 5'-TCCCCACCGTTTTTTGACAACT-3'      |
|                         | RAC3-R             | 5'-GCACGAACATTCTCGAAGGAG-3'       |
| For qRT-PCR             | $\beta$ -actin-F   | 5'-AGCGAGCATCCCCCAAAGTT-3'        |
|                         | $\beta$ -actin-R   | 5'-GGGCACGAAGGCTCATCATT-3'        |
|                         | BCL2-F             | 5'-GGTGGGGTCATGTGTGTGG-3'         |
|                         | BCL2-R             | 5'-CGGTTCAAGTACTCAGTCATCC-3'      |
|                         | SNAI1-F            | 5'-TCGGAAGCCTAACTACAGCGA-3'       |
|                         | SNAI1-R            | 5'-AGATGAGCATTGGCAGCGAG-3'        |
|                         | TWIST1-F           | 5'-GCCAGGTACATCGACTTCCTCT-3'      |
|                         | TWIST1-R           | 5'-TCCATCCTCCAGACCGAGAAGG-3'      |
|                         | NFKB1-F            | 5'-AACAGAGAGGATTTTCGTTTCCG-3'     |
|                         | NFKB1-R            | 5'-TTTGACCTGAGGGTAAGACTTCT-3'     |
|                         | GBP1-F             | 5'-AGGAGTTCCTTCAAAGATGTGGA-3'     |
|                         | GBP1-R             | 5'-GCAACTGGACCCTGTCGTT-3'         |
|                         | NAT1-F             | 5'-TGGACTTAGGCTTAGAGGCCA-3'       |
|                         | NAT1-R             | 5'-GGTCTCAAAACCAATAGTGGTCA-3'     |
|                         | NNMT-F             | 5'- ATATTCTGCCTAGACGGTGTGA-3'     |
|                         | NNMT-R             | 5'-TCAGTGACGACGATCTCCTTAAA-3'     |

BCL2: BCL2 apoptosis regulator, GBP1: Guanylate binding protein 1, NAT1: N-acetyltransferase 1, NFKB1: Nuclear factor kappa B subunit 1, NNMT: Nicotinamide N-methyltransferase, RAC3: Rac family small GTPase 3, SNAI1: Snail family transcriptional repressor 1, TWIST1: Twist family bHLH transcription factor 1

How the deposited data were processed for this re-analysis (not part of the article)

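RNA of stable RAC3-overexpressing Huh-7 cells (3 samples) and of their negative controls (3 samples) was sequenced after poly(A) selection. The authors' table holds raw counts per gene and sample, FPKM values per sample and the mean FPKM of each group, with 0.001 in place of a mean of 0. The aligner, the counting tool, the genome build and the lengths behind the FPKM values are not named in the paper's text. Of the genes in the table, 617 have no symbol and 3760 have 0 counts in all 6 samples. Samples were grouped by their titles and the Supplemental Methods. The genotype labels of the RAC3 samples 2 and 3 name other genes, and these samples were kept as RAC3 overexpression.

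The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 2 groups, which left 12941 genes, library sizes were scaled by TMM, and RAC3 overexpression was compared with the negative control by the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the genes tested and no covariate. Differentially expressed genes were those with a fold change above 1.5 in either direction and an unadjusted p-value below 0.05, as in the Supplemental Methods. Total counts per sample lay between 13855762 and 18199888, and the biological coefficient of variation was 0.0533. Normalized expression is given as TMM-normalized CPM. The steps were tested on simulated data in which 199 of 12841 genes were changed by a fold change of 2 in either direction. At an adjusted p-value below 0.05 and no fold threshold, the quasi-likelihood test found 186 of them (93.5%) and called 11 unchanged genes. The simulation held no GC trend and did not test the calls at the paper's thresholds.

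Genes named in the text come from a list of 28 genes chosen in advance among those that the paper names, mainly for Huh-7 cells with RAC3 overexpression, its risk model and the phosphodiesterases of its discussion, and from the 5 genes higher and 5 genes lower with the smallest p-value among genes with an adjusted p-value below 0.05, a fold change above 1.5, a mean of at least 10 counts per sample and groups that do not overlap, and within a gene family the genes past the paper's thresholds, at most 5 in each direction. HSPA6 was named after its values were seen. Gene families were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 and by Fisher's exact test on the share of differentially expressed genes, against all genes tested and with adjustment over the 10 families. These were cytokines, chemokines and their receptors, growth factors and receptor tyrosine kinases, the mitogen-activated protein kinase cascade, Rap1 GTPases, regulators and effectors, adenylyl cyclases, protein kinase A and cAMP effectors, cyclic nucleotide phosphodiesterases, anti-apoptotic genes, mesenchymal genes, cell proliferation genes and interferon-stimulated genes. Their members were written from general knowledge. Another 4 gene lists, also from general knowledge, were written after the genes with the largest changes had been seen: amino acid synthesis and transport genes, sterol and fatty acid synthesis genes, hypoxia-induced genes and heat shock genes.

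The alternatives chosen before the data were examined were DESeq2's size factors, upper quartile and library size scaling, DESeq2 1.42.0, edgeR's exact test, limma-voom, 2 other filters on low counts, a term for the replicate number, leaving out each sample in turn, other fold thresholds, glmTreat, fry, and families restricted to members with a mean of at least 50 counts per sample. Chosen after the data were seen were the removal of each library's trend with GC content or with transcript length (lowess with a span of 0.3, for the 12863 tested genes with a value in GENCODE release 29), fold changes from the authors' mean FPKM values, and Fisher's exact test on the calls of DESeq2, edgeR's exact test and limma-voom. All 10 splits of the 6 samples into 3 and 3 were fitted in the same way. The proteome and the other experiments of the paper have no values in the table and were left out.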

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

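The 3 gene lists below were written after the genes with the largest changes had been seen, and all tests of them were chosen after the result was seen. They stand out because the paper reports no result on these groups of genes in the RNA-seq samples, although it names fatty acid metabolism, SLC2A1 of the hypoxia-induced genes and PYCR1 of the amino acid genes in other contexts, and because the median of each list in every RAC3 sample lay below its median in every negative control. The limma camera test cannot carry this alone. At its preset inter-gene correlation it also gave adjusted p-values below 0.05 in each of the other splits of the 6 samples. It did so for between 2 and 3 of the 4 added lists, against 4 in the real split. The other splits mix the groups unequally, so part of any group difference stays in them. These calls therefore cannot show how often camera errs where no difference exists. The real split was the only 1 of the 10 splits with all 4 lists, and 10 splits cannot give a share under 0.10.

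The hypoxia-induced genes had a median log2 fold change of -0.56, with 35 of 39 tested genes lower and 17 of them past the paper's thresholds, all downwards. Relative to the mean of the negative controls, the list's median in the negative controls 1, 2 and 3 was 0.21, -0.04 and -0.17, and in the RAC3 samples 1, 2 and 3 it was -0.51, -0.52 and -0.50 (fry adjusted p = 0.0232, over the 4 added lists). Several technical explanations are opposed by the tables as the whole cause. With each library's GC trend removed the median was -0.58, with scaling by library size alone it was -0.50, and without negative control replicate 1, the setting that moved it most towards 0, it was -0.39. Negative control 1 carries part of its size: the median with each sample left out lay between -0.70 and -0.39. Cell density or oxygen at harvest cannot be told apart from an effect of RAC3, since neither the culture conditions nor the number of cultures is recorded. The negative controls themselves differed by 0.38 on the log2 scale. An effect of RAC3 overexpression also stays open as a hypothesis.

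The sterol and fatty acid synthesis genes had a median log2 fold change of -0.29, with 32 of 36 genes lower and 24 of them with an adjusted p-value below 0.05 over all genes tested (fry adjusted p = 4.1e-05). Their median was between -0.01 and 0.02 in the negative controls and between -0.30 and -0.23 in the RAC3 samples. It was -0.21 after the GC trend was removed, -0.23 with scaling by library size alone and -0.28 without RAC3 overexpression replicate 1, the sample whose removal brought it nearest to 0. These values argue against a GC bias, the scaling or a single library as the whole cause, though the median was smaller in size after the GC trend was removed. A difference in culture conditions, such as nutrients or density, was not tested for this list. A response to RAC3 overexpression may be proposed as a hypothesis only.

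The amino acid synthesis and transport genes, which include ASNS, had a median log2 fold change of -0.18, with 31 of 38 genes lower and 22 of them lower with an adjusted p-value below 0.05 over all genes tested (fry adjusted p = 0.00045). The median was between -0.01 and 0.00 in the negative controls and between -0.20 and -0.16 in the RAC3 samples. It was -0.15 after the GC trend was removed, -0.12 with scaling by library size alone and -0.17 without RAC3 overexpression replicate 1, the value nearest to 0 among the fits that left out a sample. A GC bias, the scaling or a single library as the whole cause is opposed by these values. Medium and density at harvest stay open, as does an effect of RAC3.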

How the results depend on the processing

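The alternatives named in the processing summary as chosen before the data were examined gave 562 to 660 differentially expressed genes across the 6 fits that each left out one sample (206 to 232 upregulated, 330 to 434 downregulated), and 525 with DESeq2, 640 with edgeR's exact test, 632 with limma-voom and 523 with at least 10 counts in every sample. The numbers within 1.5 times the reported ones do not show that the genes are the same: 448 to 497 of the 605 genes were shared when a sample was left out. With a term for the replicate number, 225 genes were upregulated and 390 downregulated, 3261 had an adjusted p-value below 0.05, and 447 also passed the fold threshold. The deviations of samples with the same replicate number had correlations across 8125 genes of -0.201, -0.129 and -0.021, so the numbers do not pair the samples. Scaling by library size alone shifted the median of all genes by 0.06 on the log2 scale and the share upregulated from 36% to 48.4%.

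The thresholds mattered more. At a fold change of 2, 182 genes passed (72 upregulated, 110 downregulated), and 138 with an adjusted p-value below 0.05. At a log2 fold change of 1.5, 45 passed (17 upregulated, 28 downregulated), and glmTreat against a fold change of 1.5 gave 31. Stricter thresholds lower these numbers by construction. With the GC trend removed, a setting chosen after the data were seen, 296 genes had an adjusted p-value below 0.05 and a fold change above 1.5. Of the 605 genes, 386 were still called at the paper's thresholds. The cause was not tested beyond the GC trend itself.

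The number of gene families with a camera adjusted p-value below 0.05 was 1. It was from 0 to 1 across the fits that each left out one sample (0 without negative control replicate 1), 3 with fry, 3 over members with a mean of at least 50 counts, 3 with the GC trend removed and 4 with the length trend removed. The cause was not tested. The share of differentially expressed genes among the cytokines gave Fisher adjusted p-values from 1.7e-05 to 0.116 across the fits that each left out one sample, the last without negative control replicate 2.

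Results near 0 changed direction, none of them past a threshold. For the Rap1 family, the direction was reversed with DESeq2's size factors (adjusted p = 0.997 with camera, as for the values that follow), library size (0.942), upper quartile (0.997), the replicate term (0.987), members of at least 50 counts (0.929), the GC trend removed (0.891) and in 4 of the 6 fits without a sample, all except those without negative control replicate 3 or RAC3 overexpression replicate 1 (0.916 to 1.000, and 0.837 to 1.000 over all 6). For the mitogen-activated protein kinase cascade, it was reversed without the filter (0.962), with at least 10 counts in every sample (0.987), with the length trend removed (0.922), with fry (0.679), over members of at least 50 counts (0.929) and without negative control replicate 2 or 3 or RAC3 overexpression replicate 3 (0.837 to 0.967, and 0.837 to 0.986 over all 6 fits). For the cAMP effectors it was reversed without RAC3 overexpression replicate 3 (0.916, and 0.837 to 0.986 over all 6 fits) and with the GC trend removed (0.798, and 0.735 for their share by Fisher's exact test), which also reversed the phosphodiesterases (0.798). The share of differentially expressed genes among the interferon-stimulated genes had Fisher adjusted p-values of 0.0464 to 1.00 without a sample, and was reversed at 1.00, without RAC3 overexpression replicate 2.

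The log2 fold change of NFKB1 was 0.046 with library size, 0.012 with the GC trend removed, 0.030 from FPKM means and -0.065 to 0.040 without a sample. That of PCNA was -0.034 with the GC trend removed and -0.022 to 0.050 without a sample, and that of CDH1 was 0.038 with library size, 0.048 from FPKM means and -0.071 to 0.016 without a sample. PRKACB was 0.048 with library size, -0.12 to 0.052 without a sample and -0.24 from FPKM means, the last in its main direction. RAC1 was -0.044 with the GC trend removed. The cause was not tested. Among other results, single genes became weaker in 14 cases (5 genes), families and lists became weaker in 3 and stronger in 9, and Fisher shares became stronger in 3. Counts were too low for BCL2, TWIST1 and PDE1C to be tested.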

Differences from the paper's values

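The number of downregulated genes was 387 against the paper's 236. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with library size alone (315), with DESeq2 (346), with at least 10 counts in every sample (350) and without negative control replicate 1 (330), and did not with the others. The number also came within that range under alternatives chosen after the values were seen, with the GC trend removed (261) and fold changes from the authors' mean FPKM values (334).

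The fold change of RAC3 was 7.00 against the paper's value of about 39 in Fig. 4F, read by eye, which is from qRT-PCR. None of the alternatives set before the data were examined closed the gap, with values from 6.79 to 7.28. The fold change of GBP1 was 2.78 against the paper's value of about 1.6 in Fig. 5H, read by eye and also from qRT-PCR. None of the alternatives set before the data were examined closed this gap, with values from 2.52 to 3.01.

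The paper counts NAT1 among the upregulated genes of the RNA-seq data. Here its log2 fold change was 0.57, just under the threshold. It passed the paper's thresholds with library size alone (0.63), without negative control replicate 2 (0.68) and without RAC3 overexpression replicate 1 (0.61), and with the length trend removed (0.62) and with fold changes from mean FPKM values (0.60), both chosen after the values were seen. It did not pass under the other alternatives, with 0.49 without negative control replicate 1 and 0.44 with the GC trend removed, the latter also chosen after the values were seen. The paper reports the Rap1 and MAPK pathways as enriched among its RNA-seq genes. Here, none of 61 Rap1 genes and 2 of 98 genes of the kinase cascade were called, in families that are not the KEGG lists. Growth factors and receptor tyrosine kinases were a separate family, with 11 of 52 genes called. Without the KEGG lists, the paper's enrichment could be neither repeated nor contradicted. The paper ranks NNMT first of the 3 genes by qRT-PCR, while GBP1 had the larger RNA-seq log2 fold change, 1.48 against 0.88. The paper shows higher SNAI1 and NFKB1 in RAC3-overexpressing Huh-7 cells by qRT-PCR (Fig. 4F), where the RNA-seq log2 fold changes were -0.26 (adjusted p = 0.122, edgeR) and -0.01 (adjusted p = 0.927, edgeR).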

Other observations

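The tests in this part on GC content, heat shock genes, sample labels and row order were chosen after the results were seen. So were the rules by which their outcomes were read. The count of splits was set by the design. The tests of the genes chosen in advance and of the other families, given last, were set before the data were examined. Their settings with the GC or length trend removed were chosen afterwards.

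Each of the following was larger in the real split of the 6 samples than in the others, so that 1 of the 10 splits gave as large a result. The other splits gave 58 to 88 differentially expressed genes at the paper's thresholds against 605, 20 to 49 upregulated genes against 218, 29 to 48 downregulated genes against 387, at most 1 gene with an adjusted p-value below 0.05 against 3691, at most 1 that also passed the fold threshold against 460, and 0 gene families against 1. With 10 splits the share cannot fall below 0.10, so chance cannot be told apart from the grouping by this count. The other splits mix the groups unequally and keep part of any group difference, so they do not show what no difference would give.

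Fold changes fell as the GC content of the longest annotated transcript rose, with a Spearman correlation across 12863 genes of -0.512 (genes are not independent replicates). With the genes divided into 4 equal groups from low to high GC content, the median log2 fold changes were 0.15, 0.07, -0.06 and -0.17. Downregulated genes had a median GC content of 58.7% and upregulated genes 44.0%, against 48.2% over all genes tested. Low counts are opposed as the cause, since the correlation was -0.623 in the third of genes with the highest expression, and so is a single library, since the weakest of the 9 correlations between a control and a RAC3 sample was -0.302. A GC bias that differs between libraries may contribute: samples of the same group also differed by GC trends, with correlations of up to 0.338 in size. The groups differed by more than that in some pairs and by less in others, so a difference in RNA composition with RAC3 stays open as well. No library batch is recorded.

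The heat shock genes had a median log2 fold change of -0.09 (camera adjusted p = 0.0048 over the 4 added lists, fry 0.0135), with 13 of 21 genes lower. This may rest on a few members with a low mean count. Over members with a mean of at least 50 counts per sample, the camera adjusted p was 0.0801. That mean is over all 6 samples, so it also leaves out HSPA6, whose counts were low in the RAC3 samples only. The filter therefore cannot separate poor counting from the fall of HSPA6 itself. Over the alternatives the adjusted p ranged from 0.0005 to 0.0801. The median was -0.008 over the members with at least 50 counts. With each sample left out it lay between -0.10 and -0.005, the latter without RAC3 overexpression replicate 3. The groups overlapped: relative to the mean of the negative controls, the list's median was -0.015 in RAC3 sample 2 and -0.028 in negative control 1. HSPA6, chosen after its values were seen, had 65, 87 and 90 counts in the negative controls and 1, 2 and 3 in the RAC3 samples. With each RAC3 sample set to 3 counts, the observed level was at least 27.4-fold lower, which leaves out the counting error of such low counts.

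The genotype labels of the RAC3 samples 2 and 3 name other genes. A mislabelled sample is opposed by their RAC3 expression, the lower of which was 6.33 times that of the highest negative control.

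The order of the rows in the authors' table had a Spearman correlation of 0.885 with the p-values of edgeR across the tested genes. Down to row 1364, 225 genes had mean FPKM values more than 1.5-fold higher and 236 more than 1.5-fold lower, a summed distance of 1 from the paper's 2 numbers. Another 3 combinations were tried: with edgeR's fold changes in the order of the rows the closest distance was 109, with FPKM folds in the order of edgeR's p-values 29, and with edgeR for both 126. One candidate explanation is that the rows are sorted by the authors' p-value and that their fold changes come from mean FPKM values. The row was chosen to fit both numbers, and the authors' p-values are not in the table, so this is a hypothesis.

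Of the 28 genes chosen in advance among those the paper names, 25 were tested and 16 had an adjusted p-value below 0.05 over all genes tested (12 higher, 4 lower), and 17 adjusted over the list alone. At the paper's thresholds 4 were called. The following values are from Huh-7 cells by RNA-seq, where the paper reports other assays or cells. BCL2 had 10, 8 and 1 counts in the negative controls and 4, 3 and 10 in the RAC3 samples, too few to be tested, TWIST1 had 0 counts in all samples and PDE1C had at most 1. Log2 fold changes were 0.02 for PCNA, 0.45 for CASP8, -0.02 for CDH1 and 0.56 for CDH2 (adjusted p = 6.3e-06, edgeR). They were -0.46 for MAPK3 (adjusted p = 1.7e-05, edgeR), -0.01 for PRKACB, 0.23 for RAP1B (adjusted p = 0.0055, edgeR) and 0.20 for SOX6. With the GC trend removed, RAP1B was at 0.07 and SOX6 at 0.09, neither with an adjusted p-value below 0.05. RAC1 was at 0.02, RAC2 at -0.49 (adjusted p = 0.257, edgeR), PDE4B at -0.20, MKI67 at 0.15 and ACTB, the qRT-PCR reference, at -0.19. Of the risk model, SKP2 was at 0.22, SPP1 at 0.49, ETV4 at -0.48 and SLC2A1 at -1.31, the last with negative control 1 far above the others (-0.90 without it). ETV4 overlaps DHX8 on the opposite strand.

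The other families had median log2 fold changes of -0.04 for the cAMP effectors (camera adjusted p = 0.998), 0.04 for the phosphodiesterases (0.998), 0.03 for the anti-apoptotic genes (0.627), -0.11 for the mesenchymal genes (0.136) and 0.15 for the interferon-stimulated genes (0.0907). The median of the mesenchymal genes lay between -0.13 and -0.002 with each sample left out, the latter without negative control replicate 1. Over members with a mean of at least 50 counts it was -0.19. The calls of some families depended on the setting. The adjusted p of the mesenchymal genes was 0.0248 over members with a mean of at least 50 counts, 0.0382 with the GC trend removed and 0.0426 with the length trend removed, and ranged up to 0.252 over the alternatives. That of the interferon-stimulated genes was 0.0044 with fry, 0.0149 with the GC trend removed and 0.0426 with the length trend removed, but 0.229 over members with a mean of at least 50 counts, the highest of its alternatives. That of the growth factors was 0.0248 over members with a mean of at least 50 counts, 0.0281 with fry and 0.0426 with the length trend removed, and ranged up to 0.246, with the GC trend removed. The GC and length settings were chosen after the data were seen.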
